# Losartan controls immune checkpoint blocker-induced edema and improves survival in glioblastoma mouse models

**DOI:** 10.1073/pnas.2219199120

**Published:** 2023-02-01

**Authors:** Meenal Datta, Sampurna Chatterjee, Elizabeth M. Perez, Simon Gritsch, Sylvie Roberge, Mark Duquette, Ivy X. Chen, Kamila Naxerova, Ashwin S. Kumar, Mitrajit Ghosh, Kyrre E. Emblem, Mei R. Ng, William W. Ho, Pragya Kumar, Shanmugarajan Krishnan, Xinyue Dong, Maria C. Speranza, Martha R. Neagu, J. Bryan Iorgulescu, Raymond Y. Huang, Gilbert Youssef, David A. Reardon, Arlene H. Sharpe, Gordon J. Freeman, Mario L. Suvà, Lei Xu, Rakesh K. Jain

**Keywords:** immune checkpoint blockers, glioblastoma, immune-related adverse events, tumor microenvironment, biomarkers

## Abstract

Immune checkpoint blockers (ICBs) have failed in all phase III glioblastoma trials. Here, we found that ICBs induce cerebral edema in some patients and mice with glioblastoma. Through single-cell RNA sequencing, intravital imaging, and CD8^+^ T cell blocking studies in mice, we demonstrated that this edema results from an inflammatory response following antiprogrammed death 1 (PD1) antibody treatment that disrupts the blood–tumor barrier. Used in lieu of immunosuppressive corticosteroids, the angiotensin receptor blocker losartan prevented this ICB-induced edema and reprogrammed the tumor microenvironment, curing 20% of mice which increased to 40% in combination with standard of care treatment. Using a bihemispheric tumor model, we identified a “hot” tumor immune signature prior to losartan+anti-PD1 therapy that predicted long-term survival. Our findings provide the rationale and associated biomarkers to test losartan with ICBs in glioblastoma patients.

## Significance

Improving immunotherapy outcomes for the majority of glioblastoma patients remains a critically unmet need. In mouse models of glioblastoma, the use of a safe, affordable, and widely prescribed antihypertensive agent (losartan) overcomes immune-related adverse events, enhances antitumor immune activity, and improves survival outcomes of immune checkpoint blocker therapy. A mouse biomarker model provides key insights into cellular mediators of immunotherapy response that are present in the tumor microenvironment prior to treatment. The results shown here serve as a foundation for future clinical studies testing the combination of losartan with immune checkpoint blockade in glioblastoma patients.

Despite reports that some murine glioblastoma (GBM) models can be cured with immune checkpoint blockers (ICBs), this immunotherapeutic approach has failed in all phase III GBM clinical trials. A challenge unique to GBM is the cerebral edema which can be exacerbated by antiprogrammed death/ligand 1 (PD1/PD-L1) antibodies (1, 2). Currently, this increased edema is controlled by potent, immunosuppressive steroids that compromise ICB efficacy.

Here, we demonstrate that the angiotensin receptor blocker (ARB) losartan prevents ICB-induced edema by reducing tumor endothelial cell (TEC) expression of membrane-type matrix metalloproteinases 1 and 2 (MT-MMP-1, -2) that are upregulated during treatment with an anti-PD1 antibody. Furthermore, losartan increases GBM perfusion, enhances anti-tumor immunity, and improves survival (in two out of three models) under anti-PD1 treatment. Utilizing a bihemispheric model, we show that immune composition in the tumor microenvironment (TME) prior to treatment predicts individual and differential responses.

## Results

### ICB Treatment Disrupts the GBM Vasculature and Induces Edema.

MRI revealed ICB-induced edema in some GBM patients (Fig. 1 *A* and *B*). We analyzed our institutional patient cohort of ICB-treated GBM patients to determine the percent increase in the extent of peritumoral edema in the first 6 mo post therapy (*SI Appendix*, Table S1). We found that the median percentage increase in edema was 18.8% (−29.6 to 123.5% interquartile range). Factors associated with edema increase included baseline edema volume prior to treatment and radiotherapy treatment; bevacizumab was associated with a decrease in edema. In multivariable Cox regression analysis, neither the patient’s baseline edema volume nor their maximum change in edema within 6 mo of starting of ICB was associated with overall survival (OS) as measured from the start of ICB treatment (*SI Appendix*, Table S2).

**Fig. 1.**
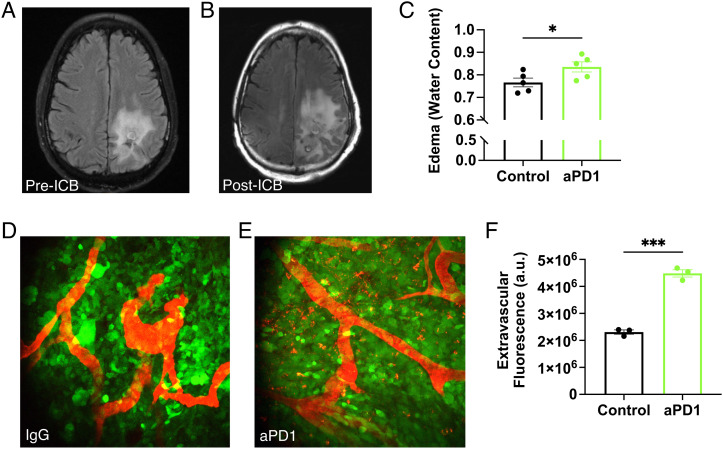
ICB increases GBM vascular leakage and induces brain edema. MR T2-weighted-Fluid-Attenuated Inversion Recovery (T2-FLAIR) images obtained from a recurrent GBM patient (*A*) before and (*B*) after 4 mo of anti-PD-L1 (MEDI4763; NCT02336165) treatment show increased edema after ICB treatment. In addition to ICB-induced inflammation, this change may be due in part to underlying tumor activity or growth. (*C*) In mice, anti-PD1 antibody (aPD1) treatment increases edema in GL261 tumors compared to IgG control [as measured by wet-dry weight (i.e., water content) evaluation of tumor tissue; n = 5]. Multiphoton visualization of the brain vasculature via injected tetramethylrhodamine (TAMRA) labeled albumin (red) imaged through transparent cranial windows in mice bearing GFP+ GL261 GBM (green) shows that compared to IgG controls (*D*) there is increased extravasation in anti-PD1-treated tumors after the third consecutive dose (*E*). (*F*) Quantification shows that more albumin in anti-PD1-treated mice has leaked outside of the tumor blood vessels (n = 3). (Bar plots: mean ± SEM; Student’s unpaired *t* test; *P < 0.05; ***P < 0.001.)

In the GL261 model, anti-PD1 antibody treatment recapitulated this increased edema (Fig. 1*C*). We performed intravital microscopy after injecting the mice with a fluorescent tracer to detect vascular leakage. We found that tumor vessels in control (IgG-treated) mice retained most of the tracer (Fig. 1*D*), but in anti-PD1-treated mice (Fig. 1*E*), excess tracer leaked into the surrounding tissue (Fig. 1*F*), indicating endothelial barrier disruption. Because losartan and other ARBs have been shown to lower vascular endothelial growth factor (VEGF) expression in GBM models and vasogenic edema in retrospective patient studies (3–5), we decided to test the effects of losartan treatment on ICB-induced edema.

### Losartan Prevents ICB-Induced Edema by Reducing TEC MT-MMP-1 and -2 Expression.

In the GL261 and 005 GSC (glioma stem cell) models (Fig. 2 *A* and *B*), but not in CT2A (Fig. 2*C*), we found that anti-PD1 treatment increased edema, while losartan prevented this anti-PD1-induced edema. To reveal the edema-reduction mechanism, we performed single-cell RNA sequencing (scRNASeq) on TECs in the GL261 model (*SI Appendix*, Fig. S1 and Dataset S1). 

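Cells of GL261 tumors, a mouse glioma line grown in the brain of syngeneic mice, were profiled by Smart-seq2, a plate-based method that amplifies full-length cDNA from 1 cell per well. Mice received control treatment, losartan at 60 mg/kg/day, anti-PD1 at 200 μg per mouse in 3 doses given every 3 d, or losartan+anti-PD1, and tumors were taken after the third dose and/or 2 wk of losartan. Live cells were sorted as CD31-positive, CD3-positive, CD45-negative or CD45-positive, with 1 plate per sort and treatment. After quality control 1078 cells and 21765 genes were left, with 1023 to 7995 genes detected per cell. By the authors' labels these were 201 TECs, 330 T cells, 265 malignant cells, 89 microglia, 74 myeloid cells, 53 NK cells, 33 oligodendrocytes and 33 B cells. The TECs came from control (n = 43), losartan (n = 58), anti-PD1 (n = 84) and losartan+anti-PD1 (n = 16) tumors, with medians of 3620, 3134.5, 3039 and 3366 genes per cell. The authors aligned reads to the mouse transcriptome with Bowtie and quantified genes with RSEM as TPM. Values of the CD31-positive and CD3-positive sorts summed to 999999 to 1000001 in each of 652 cells, so the read depth of these cells is unknown. Values of the CD45-negative and CD45-positive sorts were expected counts, not divided by transcript length, with totals of 3598 to 1896085 (median 389298) in 426 cells. Each cell was scaled to 100000 (TP100K). Treatments were compared within a sort. Exceptions were TECs, of which 6 came from CD45-negative plates, CD8+ T cells, of which 1 came from a CD45-positive plate, and all T cells of the anti-PD1 (n = 89) and control (n = 80) groups, of which 1 each came from a CD45-negative and a CD45-positive plate. Per treatment, the mean TP100K, the share of cells above 0 with its exact (Clopper-Pearson) 95% interval, and the log2 ratio of means after adding 1 TP100K were computed. A group of genes was summarised by its median log2 ratio over genes above 0 in at least 25% of the cells of either treatment, and by the percentile of that median among 10000 random groups matched on expression. Random groups were not matched on how genes vary together. A plate difference that moves a whole group can thus give an extreme percentile. The medians were computed again with each cell scaled by its 75th percentile, which was chosen for them after the data were seen. No animal is named for any cell, so each treatment counts as 1 sample, no difference could be set against the spread between animals, and no test was run. Intervals cover counting error over cells only, and a difference between treatments cannot be told apart from one between plates.

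**Figure D1:**
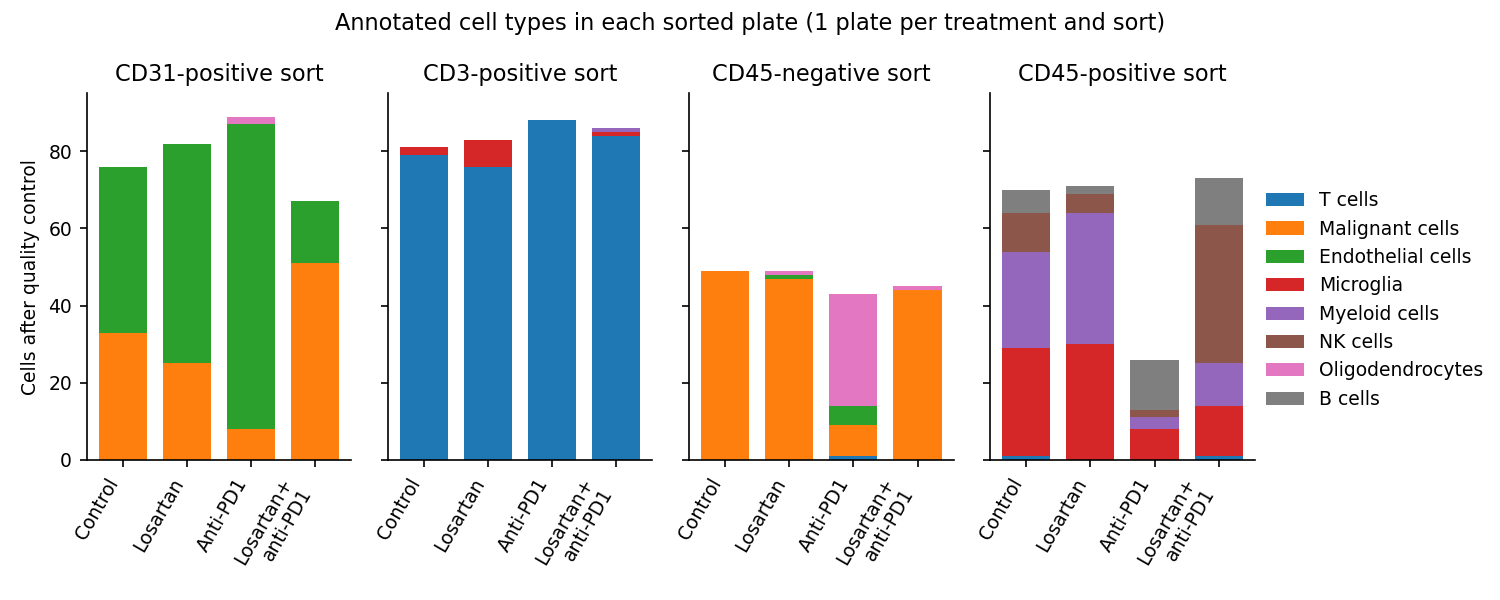
Number of cells after quality control (y axis) on the plate of each sort and treatment, with bars divided by the authors' cell type labels. The CD31-positive plate of losartan+anti-PD1 held 16 TECs and 51 malignant cells, and that of anti-PD1 held 79 TECs and 8 malignant cells.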

We identified a set of genes downregulated in TECs from losartan+anti-PD1-treated tumors vs. anti-PD1 monotherapy (Fig. 2 *D* and *E* and Dataset S2). This edema signature was most highly expressed in TECs from anti-PD1-treated tumors (Fig. 2 *F* and *G*). 

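All 19 genes of Fig. 2D had a lower mean in TECs from losartan+anti-PD1-treated tumors than in TECs from anti-PD1 monotherapy, with a median log2 ratio of −2.68. The study chose these genes on the same cells, so their common direction is not independent evidence, and 1 of them, the organic anion transporter gene Slc22a8, is also among the barrier genes that follow. Of 21 genes of endothelium at the blood-brain barrier (BBB), which include transporters for drugs, nutrients and hormones, 21 were lower under losartan+anti-PD1, with a median of −1.53, lower than every random group, and of −0.91 with scaling by the 75th percentile. Among them, the efflux pump gene Abcb1a had means of 13.6 and 43.3 TP100K (log2 ratio −1.60), the thyroid hormone transporter gene Slco1c1 17.6 and 89.6 (−2.29), and Itm2a 73.6 and 616 (−3.05). Of 12 junction genes, 9 were lower (median −0.42, percentile 5.24), including Cldn5, which encodes claudin-5 (log2 ratio −1.54), and Ocln, which encodes occludin (−1.63). Interferon-induced genes went the other way, with 29 of 34 higher and a median of 0.85, among them the guanylate-binding protein gene Gbp4 (127 against 16.4 TP100K) and the chemokine genes Cxcl9 (19.7 against 0.14) and Cxcl10 (67.4 against 4.86) outside that group. All 6 genes of MHC class II presentation were higher (median 1.75), as were all 19 immediate early and heat shock genes, which tissue dissociation also induces (median 1.69), such as Fos (log2 ratio 1.78) and Atf3 (3.19). The medians of these 3 groups were above every random group. RNA of other cells stays open for the MHC class II and interferon-induced genes. Against control, the latter were higher with losartan+anti-PD1 in TECs (28 of 34, median 0.61). They were also higher in malignant cells of the CD31-positive (22 of 34, 0.43) and CD45-negative plates (23 of 34, 0.23). An effect on all cells of these tumors or plates thus cannot be told apart from one on TECs. Of the malignant markers measured in TECs, 2 of 3 were higher than with anti-PD1 as well (median 0.49, percentile 85.2), as were 4 of 6 macrophage genes (0.36, percentile 88.9). The macrophage genes include Vim, which is also listed as a gene of tumor endothelium, so they do not single out macrophages. Plvap, a gene of fenestrated and tumor endothelium, was among the 10 highest ratios (102 against 1.02 TP100K), and so was Rbp7, a retinol-binding protein gene above 0 in 4 of 16 TECs with losartan+anti-PD1 and in none of 84 with anti-PD1. The comparison covered 6637 genes, whose own median was −0.14, or 0.13 with scaling by the 75th percentile. In the authors' clustering, 83 of 84 TECs of the anti-PD1 group lay in cluster 3, led by Cldn5, Pltp, Egfl7 and Slco1a4. The 16 TECs of the losartan+anti-PD1 group were divided among clusters 3 (5 cells), 7 (4 cells) and 12 (7 cells). Cluster 12 was led by Egfl7, Igfbp3 and Emcn.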

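Scored over the 19 genes against control genes of like expression, TECs from anti-PD1-treated tumors had a mean of 0.820 ± 0.508 (SD over 84 cells), on the scale of ln(TP100K + 1). The means were 0.277 ± 0.339 with losartan (58 cells), 0.0684 ± 0.232 in controls (43 cells) and −0.284 ± 0.214 with losartan+anti-PD1 (16 cells). Scores were above 0 in 78 of 84 cells of the anti-PD1 group (92.9%, 95% interval 85.1 to 97.3) and in 1 of 16 cells of the losartan+anti-PD1 group (6.25%, 0.158 to 30.2). By mean ln(TP100K + 1), 18 of the 19 genes were highest in the anti-PD1 group, the exception being Bok, a gene of the BCL-2 family, which was highest with losartan (1.44 against 1.03). By mean TP100K, 16 genes were highest there, since Foxn3 was slightly higher in controls (4.63 against 4.36) and Afap1l2 in the losartan group (8.924 against 8.919). Compared with controls, 18 of the 19 genes were higher under anti-PD1, with a median log2 ratio of 1.45. The score carries the study's own choice of genes, made on 2 of the 4 groups. Within the authors' cluster 3 the difference between anti-PD1 and control was 0.261, with 3 control cells. Among TECs with a higher mean of BBB than of tumor endothelial genes, the score was still highest with anti-PD1 (75 cells). There it differed by 0.653 from control (9 cells) and by 0.491 from losartan (34 cells). Among TECs with a higher mean of tumor endothelial than of BBB genes, the score with anti-PD1 (9 cells) differed by −0.0378 from control (34 cells). It differed by −0.0812 from losartan (24 cells).

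**Figure D2:**
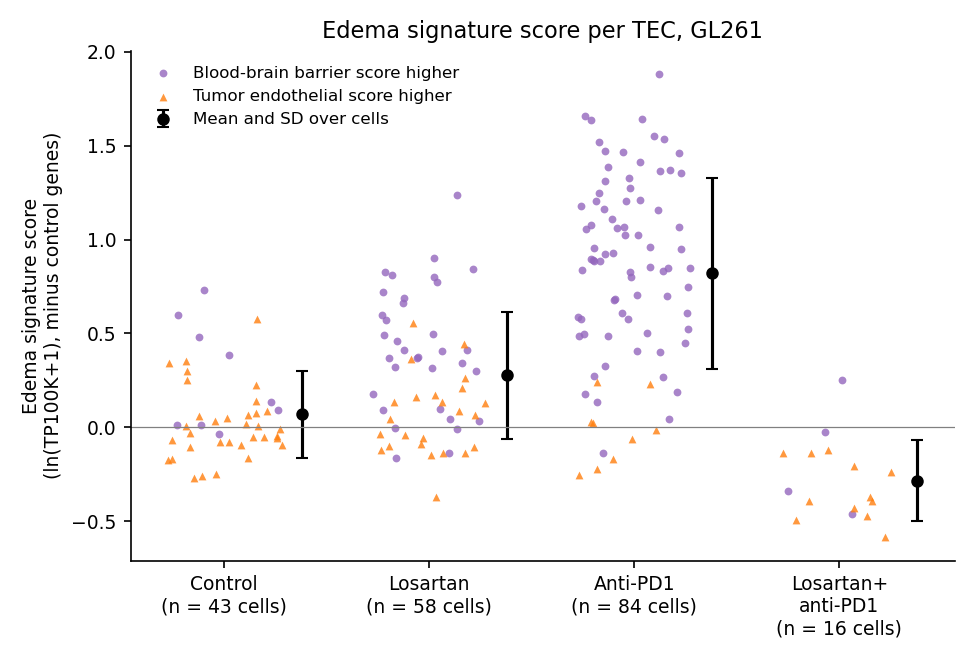
Edema signature score of each TEC (y axis, mean ln(TP100K + 1) of the 19 genes minus that of control genes) by treatment (x axis). Each point is 1 cell, coloured by the higher of its BBB and tumor endothelial scores, and the bars give the mean and SD over cells, from 0.820 with anti-PD1 to −0.284 with losartan+anti-PD1.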

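Of the signature's metabolic genes, the alcohol dehydrogenase gene Adh1 (chromosome 3, 138260991 to 138290698 in GRCm38) was above 0 in 29.8% of TECs of the anti-PD1 group, with a mean of 25.2 TP100K, and in none of the 16 TECs of the losartan+anti-PD1 group, which allows a share of up to 18.8%. Ildr2 had means of 3.25 in the anti-PD1 group and 1.03 in controls and was also at 0 in all TECs of the losartan+anti-PD1 group. The insulin-like growth factor receptor gene Igf1r, of the angiogenesis and migration genes, had means of 8.88 and 0.655 TP100K with anti-PD1 and losartan+anti-PD1 (log2 ratio −2.58), and Cnpy2 12.1 and 0.334 (−3.30, from 1 of 16 cells with losartan+anti-PD1). Of the solute carriers, the nucleotide-sugar transporter family member Slc35f2 and the thiamine transporter gene Slc19a3 had means of 13.8 and 11.4 TP100K with anti-PD1, and both were at 0 with losartan+anti-PD1. Mt1 and Mt2 are the symbols of 2 metallothionein genes, which encode small metal-binding proteins and are neighbours on chromosome 8 of GRCm38 (94179082 to 94180327 and 94172664 to 94173568). The membrane-type metalloproteinases MMP-14 and MMP-15 are encoded by Mmp14 (chromosome 14, 54431612 to 54445364) and Mmp15 (chromosome 8, 95352268 to 95375080). Mmp14 was above 0 in 44.2% of control TECs (95% interval 29.1 to 60.1), 31.0% with losartan (19.5 to 44.5), 9.52% with anti-PD1 (4.20 to 17.9) and 25.0% with losartan+anti-PD1 (7.27 to 52.4), with means of 5.48, 3.83, 0.905 and 1.41 TP100K. Its log2 ratio for anti-PD1 against control was −1.77. Mmp15 was above 0 in 32.6%, 15.5%, 22.6% and 50.0% of TECs in the same order, with means of 0.865, 0.203, 0.971 and 6.26 TP100K. A single cell held 65.2% of the Mmp15 signal in the losartan+anti-PD1 group, and the log2 ratio of Mmp15 against anti-PD1, 1.88, was −0.10 among cells with 2000 to 6000 genes. Within cluster 3 the log2 ratio of Mmp14 for anti-PD1 against control was 0.94, with 3 control cells. Among TECs with a higher mean of BBB than of tumor endothelial genes (75 anti-PD1 and 9 control cells), Mmp14 stayed lower with anti-PD1. The fold there was within 1.5 times that over all TECs. Among TECs with a higher mean of tumor endothelial genes the drop was weaker.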

Genes included those related to metabolism, angiogenesis/migration, solute carriers, and most notably, a specific subset of MT-MMPs (*Mt1* and *Mt2*, i.e., MMP-14 and MMP-15). Interestingly, we did not observe gene expression changes in VEGF/VEGFRs or other known vasogenic edema-related genes in this TEC signature (Fig. 2 *D* and *E*). Thus, we explored possible inflammatory mechanisms governing ICB-induced edema.

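Of 21 genes of the VEGF family, its receptors and vasogenic edema, 11 were measured in enough TECs, and for losartan+anti-PD1 against anti-PD1 4 were higher and 7 lower, with a median log2 ratio of −0.10 (percentile 39.4). Means under losartan+anti-PD1 and anti-PD1 were 35.4 and 37.2 TP100K for Flt1 (VEGFR1), 21.6 and 15.1 for Kdr (VEGFR2), 4.36 and 4.75 for Flt4 (VEGFR3), and 31.0 and 13.3 for the co-receptor gene Nrp1 (log2 ratio 1.16). The ligand gene Vegfa was above 0 in 12.5% and 1.19% of these TECs, and Vegfc in 6.25% and 22.6%. Plvap, the gene of the diaphragm of fenestrated vessels, was the highest of the 11 (log2 ratio 5.67). For anti-PD1 against control, 5 of the 11 genes were higher and 6 lower (median −0.06, percentile 21.5). The angiopoietin gene Angpt2 was lower under anti-PD1 (3.52 against 22.4 TP100K, log2 ratio −2.37). Plvap was the lowest of the 11 (−4.78), and Tek, which encodes the angiopoietin receptor, was higher (36.0 against 12.6, 1.44). Angpt2 and Plvap are also among the tumor endothelial genes, of which 19 of 21 were lower (median −1.04). For losartan against control, 8 of the 11 were lower, with a median of −0.78 (percentile 0.01), among them Plvap (log2 ratio −1.59), Nrp2 (0.69 against 3.62 TP100K), Flt4 (log2 ratio −1.09), Kdr (−0.78) and Angpt2 (−1.04). The last median was −0.07 when genes seen in few cells were kept. The authors' cluster 3 held 29 of 58 TECs with losartan and 3 of 43 controls. Within clusters 7 and 12, a restriction chosen after the data were seen, that median was −0.32 (percentile 5.0, 29 and 40 cells).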

**Fig. 2.**
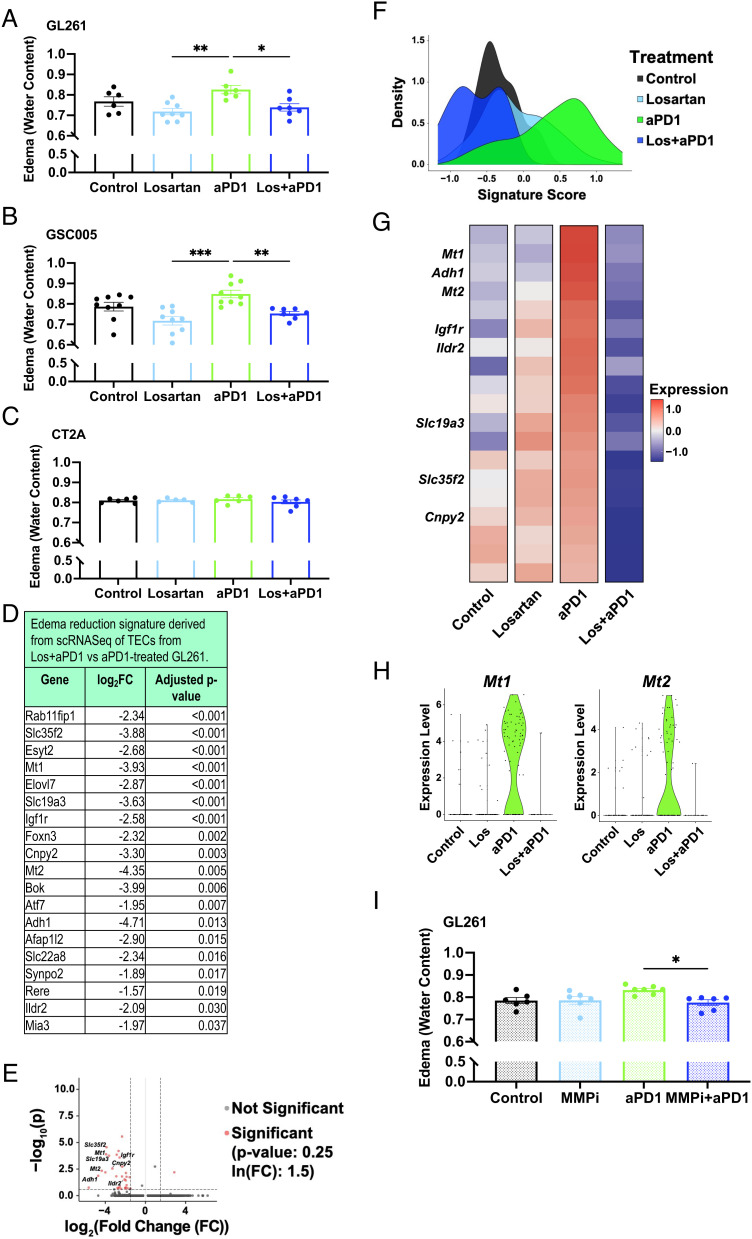
Losartan prevents ICB-induced edema by downregulating TEC MT-MMP-1 and -2 expression. Losartan decreases anti-PD1-induced edema in (*A*) GL261 and (*B*) 005 GSC models but not in (*C*) CT2A after 2 wk of treatment (n = 5 to 9). (*D*) scRNASeq of TECs reveals a set of downregulated genes that includes those related to metabolism (e.g., *Adh1, Ildr2*), angiogenesis/migration (e.g., *Cnpy2, Igf1r*), and solute carriers (e.g., *Slc35f2, Slc19a3*). When applied as an edema signature, this gene set is upregulated in anti-PD1-treated GL261 tumors compared to other treatment arms as visualized via (*E*) volcano plot, (*F*) density plot of edema signature scores (methods described in *SI Appendix*) by treatment and (*G*) mean gene expression heat map of edema signature genes. (*H*) Specialized MT-MMPs (*Mt1, Mt2*) are among these genes and are expressed in TECs only from the anti-PD1-treated tumors. (*I*) The MMP inhibitor Ilomastat (MMPi) controls anti-PD1-induced edema comparably to losartan in GL261 (n = 6). (Edema signaturegene expression units = ln(TP100k + 1); log_2_FC = fold changes > |2|; adjusted *P* value < 0.05. Bar plots: mean ± SEM; one-way ANOVA with Tukey’s post hoc test; *P < 0.05; **P < 0.01; ***P < 0.001.)

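CD8+ cells, taken as T cells with Cd8a or Cd8b1 above 0 and Cd4 at 0, made up 58 of 88 T cells on the CD3-positive plate of anti-PD1 (65.9%, 95% interval 55.0 to 75.7). They made up 25 of 79 in controls (31.6%, 21.6 to 43.1), 6 of 76 with losartan (7.89%, 2.95 to 16.4) and 18 of 84 with losartan+anti-PD1 (21.4%, 13.2 to 31.7). In CD8+ T cells from anti-PD1-treated tumors against controls, 9 of 15 cytotoxic effector genes were higher and 6 lower (median log2 ratio 0.39, percentile 96.9), but the median was 0.01 with scaling by the 75th percentile. All 5 CD8 and CD3 chain genes were higher as well (median 0.83, percentile 99.5), and the authors' cluster 4 held 54 of the 58 cells with anti-PD1 and 18 of the 25 controls. The NK-type receptor genes Klrk1 and Klrd1 were higher under anti-PD1 (53.5 against 10.9 TP100K and 169 against 37.5), as were the perforin gene Prf1 (22.4 against 9.06) and Ifng (29.3 against 17.6), whereas the granzyme gene Gzma (76.2 against 497) and the chemokine gene Ccl5 (747 against 2851) were lower. The chemokine receptor gene Cxcr6 was among the 10 highest ratios (190 against 11.6 TP100K, log2 ratio 3.92), and the inhibitory receptor gene Havcr2, which encodes TIM-3, had means of 7.46 and 0.14. The comparison covered 3033 genes, with medians of 2065 and 1932 genes detected per cell. The shares depend on how CD8+ cells are defined, and with cells counted whatever their Cd4 they were 72.7% with anti-PD1, 59.5% in controls, 18.4% with losartan and 38.1% with losartan+anti-PD1. Louvain clustering gave only 2 clusters of T cells, and the one with more Cd8a held 231 of all 330, so it is wider than CD8+ cells. It held 63.3%, 63.2%, 97.7% and 52.4% of T cells on the CD3-positive plates of control, losartan, anti-PD1 and losartan+anti-PD1.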

We found via scRNASeq (*SI Appendix*, Fig. S2 and Dataset S3) and T cell blocking experiments (*SI Appendix*, Fig. S3) that CD8^+^ T cells are important mediators of ICB-induced edema. Because MMP overexpression in endothelial cells has been linked to blood–brain barrier (BBB) tight junction disruption and cerebral edema (6, 7) and can be induced by CD8^+^ T cell interactions (8), we hypothesized that this could be a potential mechanism of ICB-induced edema in GBM. Indeed, *Mt1* and *Mt2* are only expressed in TECs from anti-PD1-treated tumors (Fig. 2*H*). To test this mechanism, we gave Ilomastat, a broad-spectrum MMP inhibitor that is nontoxic to GBM cells at physiological levels (9), to mice bearing GL261 tumors under anti-PD1 treatment. 

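Mt1 was above 0 in 55 of 84 TECs from anti-PD1-treated tumors (65.5%, 95% interval 54.3 to 75.5), with a mean of 95.4 TP100K. It was above 0 in 6 of 43 control TECs (14.0%, 5.30 to 27.9), 10 of 58 with losartan (17.2%, 8.59 to 29.4) and 1 of 16 with losartan+anti-PD1 (6.25%, 0.158 to 30.2), with means of 9.03, 7.17 and 5.34 TP100K. Mt2 was above 0 in 36 of 84 TECs of the anti-PD1 group (42.9%, 32.1 to 54.1), in 6 of 43 controls, 9 of 58 with losartan (15.5%) and 1 of 16 with losartan+anti-PD1, with means of 32.4, 2.24, 4.77 and 0.637 TP100K. The log2 ratios for anti-PD1 against control were 3.26 (Mt1) and 3.37 (Mt2), and those for losartan+anti-PD1 against anti-PD1 −3.93 and −4.35. In the anti-PD1 group, all 36 TECs with Mt2 also had Mt1. The astrocyte genes Gfap, Aqp4 and Aldoc were above 0 in 4, 2 and 3 of these 84 TECs. TECs of the groups also differed in kind, as the mean of the BBB genes exceeded that of 22 tumor endothelial genes in 75 of 84 cells with anti-PD1 (89.3%), 9 of 43 controls (20.9%), 34 of 58 with losartan (58.6%) and 4 of 16 with losartan+anti-PD1 (25.0%), with 4, 7, 5 and 2 cells within 0.25 of equal scores. All 55 TECs with Mt1 in the anti-PD1 group had the higher BBB score, and among the 9 others neither gene was seen, so that for those cells the log2 ratio against control was −3.53 for Mt1 and −1.80 for Mt2. The losartan+anti-PD1 means rest on 1 cell. Because MMP overexpression in endothelial cells is linked to disruption of tight junctions and can be induced by contact with CD8+ T cells, the paper proposes MMPs in TECs as a potential mechanism of ICB-induced edema, which it then tested with an MMP inhibitor.

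**Figure D3:**
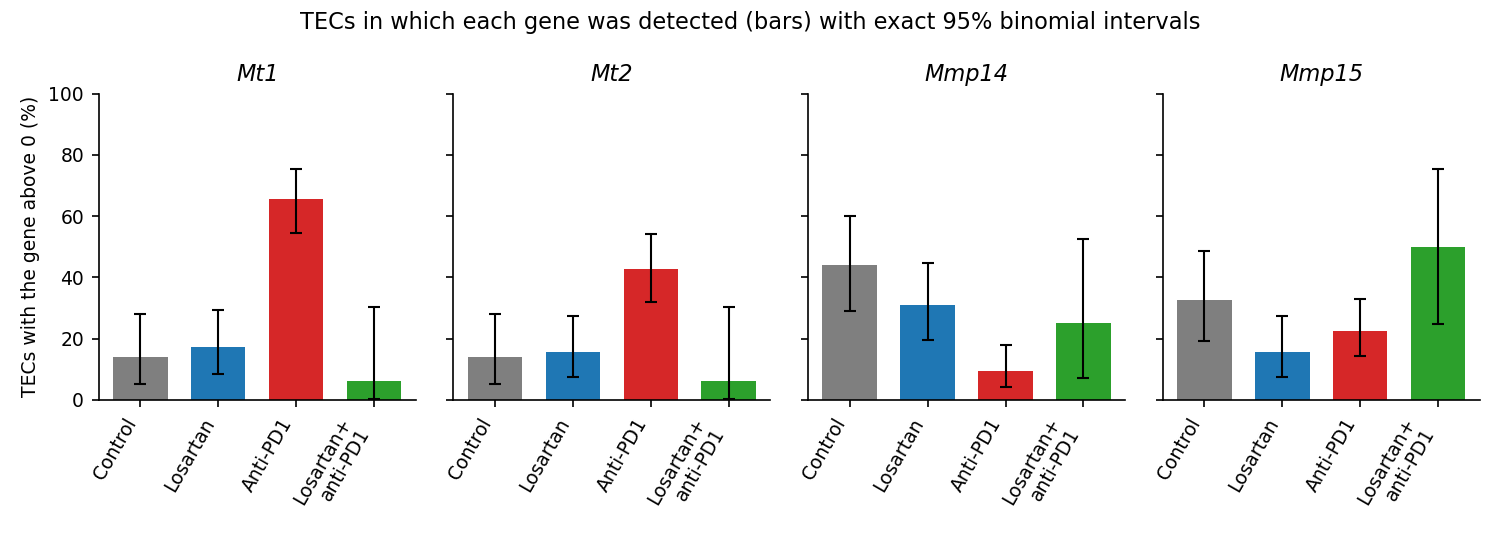
Share of TECs with Mt1, Mt2, Mmp14 or Mmp15 above 0 (y axis, percent) by treatment, with exact 95% intervals for counting error over 43, 58, 84 and 16 cells. The share with Mt1 was 65.5% with anti-PD1 and 6.25% to 17.2% in the other groups, and the share with Mmp14 was 9.52% with anti-PD1 and 25.0% to 44.2% in the others.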

We found that Ilomastat phenocopied the ability of losartan to prevent anti-PD1-induced edema (Fig. 2*I*). Because ARBs can modulate other TME features (10–13), we next evaluated the effects of losartan on GBM extracellular matrix (ECM), vasculature, and immune components.

### Losartan Reduces ECM and Solid Stress, Normalizes the Tumor Vasculature, Improves Perfusion, and Decreases Hypoxia and Immunosuppression in GBM.

Losartan lowers collagen and hyaluronic acid (HA) levels in extracranial tumors, reducing the compressive “solid stress,” thereby decompressing previously collapsed blood vessels (11). Using bulk RNASeq in GL261, we found that losartan treatment significantly reduced gene expression related to ECM, angiogenesis, immunosuppression, and hypoxia compared to controls (Fig. 3 *A* and *B*). We observed reduced expression of immune checkpoints both at the transcriptional (Fig. 3*B*) and protein (*SI Appendix*, Fig. S4) levels. Because HA is a major GBM ECM component, we confirmed via immunohistochemistry that losartan lowers HA levels (*SI Appendix*, Fig. S4). To test if this reduced solid stress, we analyzed tumor tissue deformation [i.e., a measure of solid stress (14)] and found a reduction in losartan-treated tumors (*SI Appendix*, Fig. S4). 

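On the CD45-negative plates, 47 of 49 cells with losartan (95.9%, 95% interval 86.0 to 99.5) and 49 of 49 control cells carried the malignant label. The share of malignant cells with the proliferation gene Mki67 or Top2a above 0 was 51.1% with losartan (24 of 47, 36.1 to 65.9) and 61.2% in controls (30 of 49, 46.2 to 74.8), and on the CD31-positive plates 76.0% (19 of 25, 54.9 to 90.6) and 63.6% (21 of 33, 45.1 to 79.6). Of 13 genes of p53 signaling and apoptosis, 8 were higher with losartan on the CD45-negative plates (median log2 ratio 0.27, percentile 88.7) and 5 on the CD31-positive plates (median −0.09, percentile 39.8, and 0.02 with scaling by the 75th percentile). Cell cycle genes had medians of −0.05 (10 of 22 higher, percentile 1.54) and −0.30 (7 of 23 higher, percentile 0.43). Hypoxia-induced genes were higher with losartan on both plates, 14 of 14 on the CD45-negative plates (median 0.46, percentile 99.99) and 12 of 14 on the CD31-positive plates (0.50, above every random group), among them the glucose transporter gene Slc2a1 (45.3 against 8.24 and 81.4 against 20.5 TP100K) and Bnip3 (log2 ratios 2.01 and 1.64). Immediate early and heat shock genes, which handling of the tissue also induces, were as high on the CD45-negative plates (13 of 17 higher, median 0.51, above every random group), with a median of 0.04 on the CD31-positive plates. The metallothionein genes Mt1, Mt2 and Mt3 were also higher on both, with medians of 0.64 and 1.09, and so was the heme oxygenase gene Hmox1 (48.1 against 1.49 and 11.9 against 4.54 TP100K), although its group, genes of zinc handling and oxidative stress, had medians of 0.64 and −0.22. Interferon-induced genes had medians of −0.09 (14 of 34 higher, below every random group) and −0.23 (6 of 34 higher, percentile 0.14), with Rsad2 at 1.71 against 9.64 TP100K on the CD31-positive plates. The lowest ratios on the CD31-positive plates included Apoe (0.73 against 32.3 TP100K) and Fabp7 (3.81 against 44.2). Median totals of the CD45-negative plates were 421671 expected counts per cell with losartan and 487102 in controls. The medians of all genes were 0.10 and −0.07 on the CD45-negative and CD31-positive plates. Of the label columns, 1 names the losartan CD45-negative plate as losartan+anti-PD1, whereas the treatment label used here gives losartan. MHC class II genes, chosen for this after their values were seen, had medians against control of 0.18 on that plate and 0.35 on the losartan CD31-positive plate, and of 1.41 and 1.84 on the losartan+anti-PD1 plates of the same sorts.

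**Figure D4:**
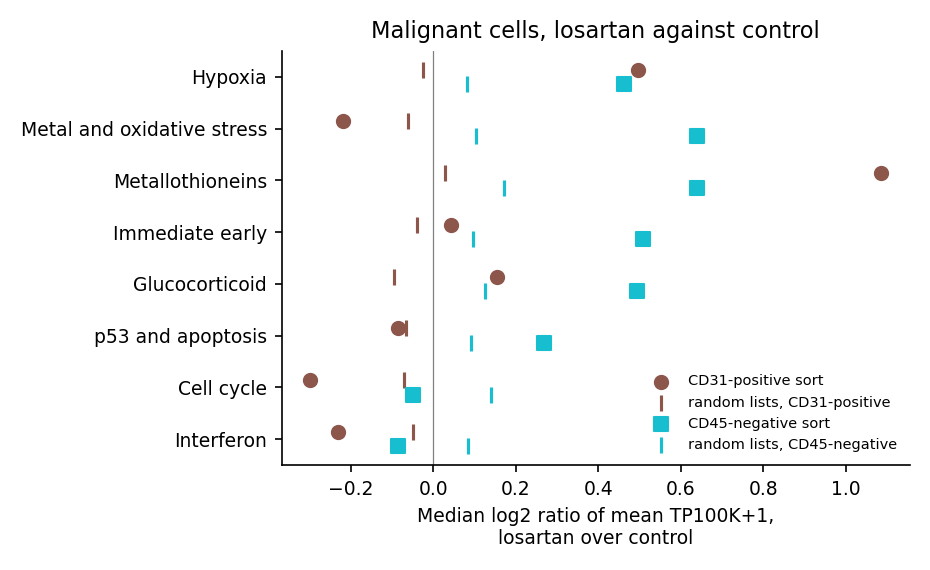
Median log2 ratio of losartan against control (x axis) for groups of genes (y axis) in malignant cells, with 1 point for the CD45-negative plates (47 and 49 cells) and 1 for the CD31-positive plates (25 and 33 cells), and ticks at the medians of random groups. The median of hypoxia-induced genes was 0.46 and 0.50, and that of cell cycle genes −0.05 and −0.30.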

We found that losartan did not exert cytotoxic nor any other significant effects on the malignant cell population via scRNASeq (*SI Appendix*, Fig. S5).

**Fig. 3.**
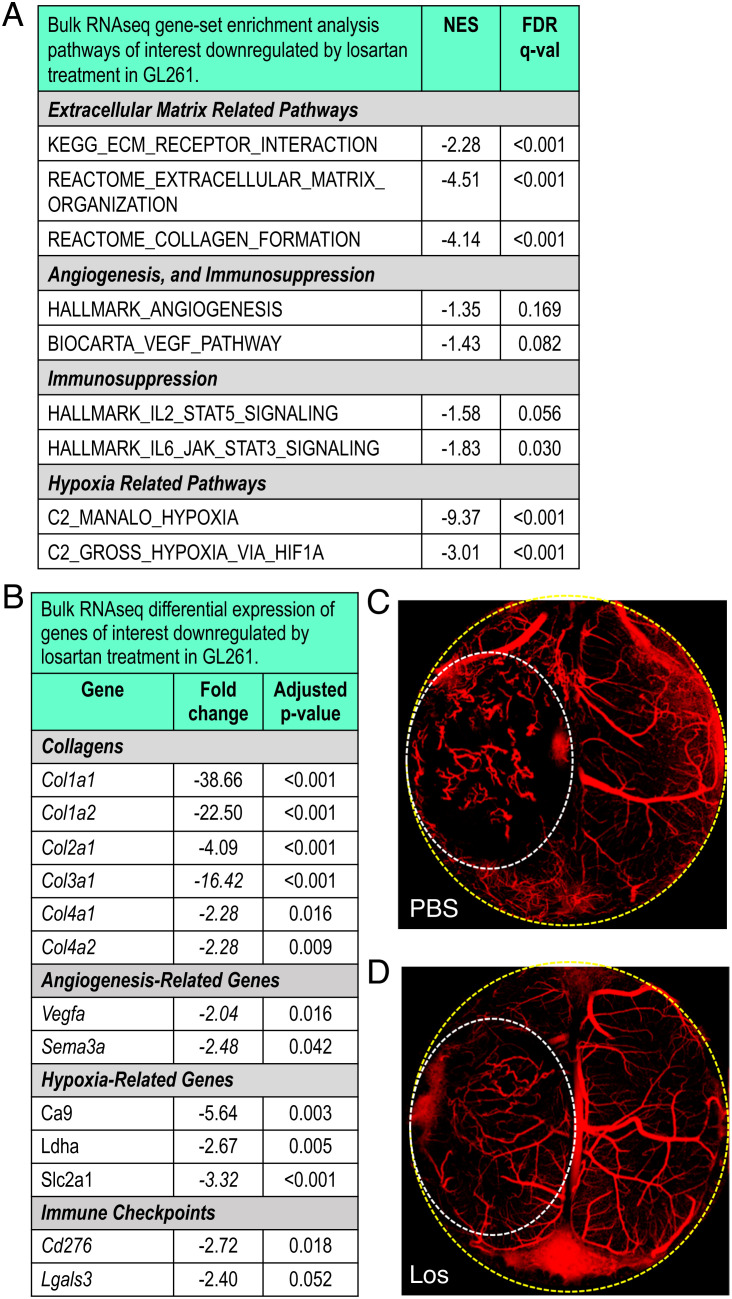
Losartan reprograms the GBM tumor microenvironment. (*A*) TME-related gene-set enrichment analysis pathways downregulated by losartan treatment compared to control in bulk RNASeq of GL261 tumors (n = 3). (*B*) Differential gene expression confirms these effects in matrix molecules such as collagen, hypoxia-related genes, and immune checkpoints. Intravital OCT imaging [to detect perfused vessels (red) vs. nonperfused areas (black)] shows that compared to PBS-treated controls (*C*), losartan (*D*) renders tumor blood vessels less tortuous and improves tumor perfusion (yellow dashed line—cranial window border; white dashed line—tumor area). (Sequencing: FDR, false discovery rate; all FDR q-values < 0.20; NES, normalized enrichment score; all adjusted *P* values < 0.05, FC > |2|. Bar plots: mean ± SEM; Student’s unpaired *t* test; *P < 0.05.)

We next determined whether losartan improved vascular function in GBM. Using optical coherence tomography (OCT) (15), we found that control tumors featured chaotic abnormal vessels and nonperfused regions (Fig. 3*C* and Movie S1), whereas losartan-treated tumors had more normalized, straighter, decompressed vessels with greater overall perfusion (Fig. 3*D* and Movie S2). In perfusion-MR images, we found that GBM patients receiving losartan or other angiotensin system inhibitors (ASIs) also had improved tumor perfusion (*SI Appendix*, Fig. S6).

### Losartan Repolarizes Myeloid Cells from Pro- to Antitumor Phenotype in GBM.

To further explore the beneficial mechanisms of losartan on the TME, we next examined tumor-associated macrophages (TAMs) and resident microglia, as both human and murine GBMs are highly infiltrated by these cells. From bulk RNASeq analyses, we found that losartan upregulated microglia-associated genes (Fig. 4*A*) and reduced the expression of global (Fig. 4*A*) and protumor (“M2-like”) TAM-associated genes (Fig. 4*B*).

**Fig. 4.**
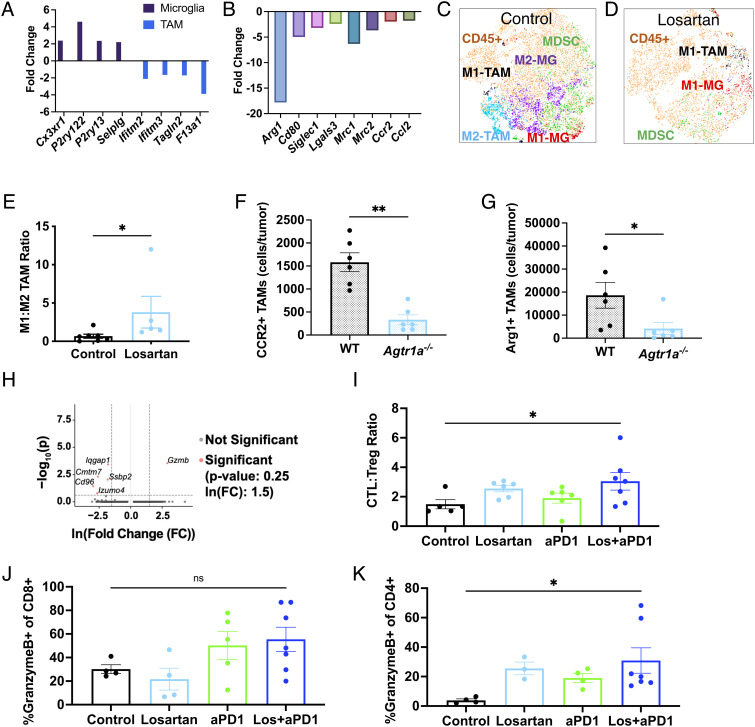
Losartan promotes antitumor immunity in the GBM TME. Applying the human-derived signatures from our previous work (16), losartan is found to enrich microglia-like signatures and downregulate global (*A*) and M2-like (*B*) TAM signatures vs. controls as assessed in bulk RNASeq samples from GL261 (n = 3). t-distributed stochastic neighbor embedding (t-SNE) plots of flow cytometry data of myeloid populations reveal (*C*) a diverse and largely immunosuppressive (“M2”) microenvironment in GL261 controls that is (*D*) reprogrammed by losartan treatment to feature fewer myeloid cells that are polarized for anti-tumor (“M1”) activity (MG, microglia). (*E*) Losartan increases the ratio of anti- to pro-tumor TAMs, assessed via flow cytometry (n = 5 to 7). Highly suppressive TAM subsets (*F*) CCR2+ and (*G*) Arg1+ (of CD45hiCD11b+F4/80+) are downregulated in GL261 tumors implanted in *Agtr1a^−/−^* mice compared to those implanted in wild-type C57Bl/6 mice. (*H*) scRNASeq of CD8^+^ T cells reveals heightened *Gzmb* expression under combined treatment compared to anti-PD1 monotherapy. Losartan+anti-PD1 treatment increases (*I*) cytotoxic (CTL; CD45+CD3+CD8+GranzymeB+) to regulatory (Treg; CD45+CD3+CD4+FoxP3+) T cell ratios in the tumor, and effector Granzyme+ CD8 (*J*, not significant) and CD4 (*K*) T cells in the cervical lymph nodes. (Sequencing: all FDR q-values < 0.25, FC > |2|, adjusted *P* values < 0.05. Flow cytometry: Mann–Whitney unpaired *t* test or one-way ANOVA with Tukey’s post hoc test; *P < 0.05.)

Using flow cytometry, we found fewer myeloid cells in losartan-treated tumors with reduced M2-like TAM, microglia, and myeloid-derived suppressor cell compartments (Fig. 4 *C* and *D*) and an increased ratio of anti-/pro-tumor (“M1-like/M2-like”) TAMs (Fig. 4*E*). Moreover, protumor TAM populations were significantly reduced in angiotensin type 1 receptor knockout (*Agtr1a^−/−^*, i.e., the molecular target of losartan*)* mice (Fig. 4 *F* and *G*).

### Losartan Enhances Effector T Cell Function in GBM during ICB Therapy.

Based on the ability of losartan to repolarize the myeloid compartment, we next tested the effects of losartan on T cell function during ICB treatment. We found via scRNASeq that CD8^+^ T cells from losartan+anti-PD1-treated tumors had higher expression of *Gzmb* compared to anti-PD1 monotherapy (Fig. 4*H*). 

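Gzmb, the gene of the cytotoxic protease granzyme B (chromosome 14, 56258838 to 56262260 in GRCm38), was above 0 in 14 of 19 CD8+ T cells from losartan+anti-PD1-treated tumors (73.7%, 95% interval 48.8 to 90.9), with a mean of 576 TP100K. With anti-PD1 monotherapy it was above 0 in 19 of 58 CD8+ T cells (32.8%, 21.0 to 46.3), with a mean of 60.0 TP100K, giving a log2 ratio of 3.24. In controls the share was 15 of 25 (60.0%, 38.7 to 78.9) with a mean of 249 TP100K, and with losartan 1 of 6 (16.7%, 0.421 to 64.1). The log2 ratio was −2.04 for anti-PD1 against control and 1.21 for losartan+anti-PD1 against control. Of the other genes named in Fig. 4H, the receptor gene Cd96 (log2 ratio −4.21), Ssbp2 (−2.29), the scaffold gene Iqgap1 (−1.95), Cmtm7 (−1.79) and Izumo4 (−0.58) were lower under losartan+anti-PD1 than under anti-PD1, with Cd96, Ssbp2 and Izumo4 seen in 3, 1 and 2 of the 19 cells. The study named Gzmb and these genes from the same comparison, so their direction is not independent evidence. Of 14 cytotoxic effector genes, 11 were lower under losartan+anti-PD1 (median −0.88, percentile 0.03), among them Ccl4 (33.6 against 259 TP100K), Ifng (3.48 against 29.3) and Prf1 (9.56 against 22.4), and Gzmb, Gzma (303 against 76.2) and Ccl5 (2079 against 747) were higher. Genes of naive and memory T cells had a median of 1.69 (5 of 7 higher), with S1pr1 at 16.4 against 1.44 and Ccr7 at 31.3 against 4.73, whereas Il7r was at 3.24 against 35.1. The CD8 and CD3 chain genes themselves were lower under losartan+anti-PD1, all 5 of them, with a median of −1.09. In the authors' clustering, 54 of the 58 CD8+ T cells with anti-PD1 lay in cluster 4 and 4 in cluster 0, against 10 and 9 of the 19 with losartan+anti-PD1. With CD8+ cells counted whatever their Cd4, the median of the cytotoxic genes was 0.60 and that of the naive and memory genes −0.87, and the naive and memory median was also below 0 when Cd8a and Cd8b1 were both required (−0.62) or cells had 1500 to 5000 genes (−0.05).

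**Figure D5:**
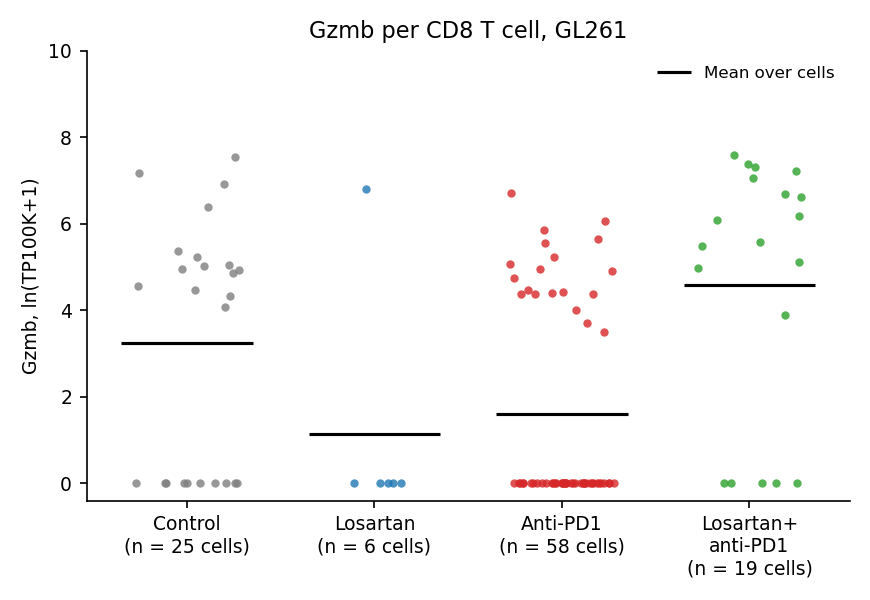
Gzmb in each CD8+ T cell (y axis, ln(TP100K + 1)) by treatment (x axis), with 1 point per cell and a bar at the mean of these values over 25 control, 6 losartan, 58 anti-PD1 and 19 losartan+anti-PD1 cells. Gzmb was at 0 in 39 of 58 cells with anti-PD1 and in 5 of 19 with losartan+anti-PD1.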

By flow cytometry, we found a significantly increased ratio of cytotoxic Granzyme B+ CD8^+^ T cells to regulatory FoxP3+ CD4^+^ T cells during combined losartan+anti-PD1 treatment (Fig. 4*I*), as well as an increase in the overall percentages of granzyme B+ effector T cells (CD8, Fig. 4*J*, and CD4, Fig. 4*K*) in the draining cervical lymph nodes.

Collectively, our results suggest that losartan can reprogram the GBM TME from immunosuppressive to immunostimulatory. Thus, we next explored the ability of losartan to enhance the survival of tumor-bearing mice with ICB therapy.

### Losartan Enhances ICB Efficacy without or with the Standard of Care (SOC).

Based on the beneficial TME effects of losartan, we designed our survival studies to administer losartan 7 d prior to and throughout anti-PD1 treatment (Fig. 5*A*). In GL261 and 005 GSC models, we found that losartan+anti-PD1 antibody doubled animal survival over anti-PD1 monotherapy, and ~20% of the mice survived long-term and rejected subsequent tumor rechallenge (Fig. 5 *B*–*E*). However, in the CT2A model (Fig. 5*D*), we observed only a modest benefit of anti-PD1 therapy; adding losartan failed to further enhance ICB efficacy. This is not unexpected, given that CT2A has higher ECM content (*SI Appendix*, Fig. S4), is refractory to ICB (17), and did not exhibit increased edema under anti-PD1 treatment (Fig. 2*C*).

**Fig. 5.**
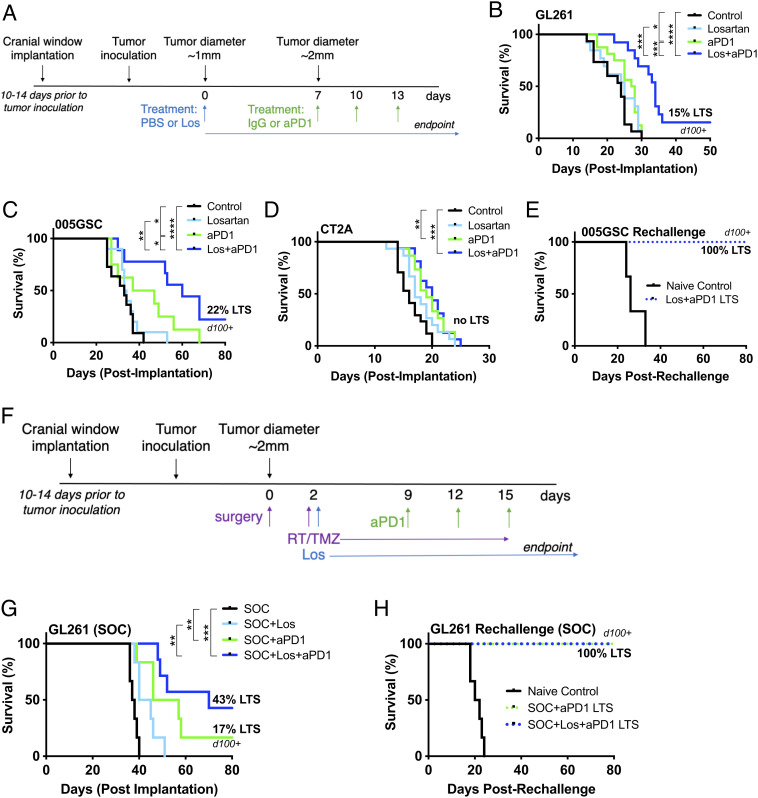
Losartan improves survival under anti-PD1 treatment with and without the SOC. Losartan enhances the survival benefit of anti-PD1 therapy in (*A*) GL261 and (*B*) 005 GSC tumor models with 15% and 22% LTSs, respectively, with no detectable tumors via microultrasound imaging through transparent cranial windows for over 100 d (d100). In addition to lack of increased edema in the face of ICB treatment (Fig. 2*C*), (*C*) the CT2A model displays only a modest response to anti-PD1 therapy that does not result in LTSs nor is improved by the addition of losartan treatment. (*D*) Long-term surviving mice in the 005 GSC model reject a second tumor inoculation, suggesting the formation of an immune memory response. (*E*) The GL261 model subjected to SOC (*F*) therapy shows an improvement (*G*) in response to anti-PD1 (16% LTSs) that is tripled (43% LTSs) in combination with losartan. (*H*) Long-term surviving mice in the GL261 SOC model reject a second tumor rechallenge. (Log-rank Mantel–Cox test; *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.)

In GL261 tumors, we found that the SOC treatment (surgical resection, radiation, and temozolomide; Fig. 5*F*) enhanced the anti-PD1 outcome to produce 16% long-term survivors (LTSs) (Fig. 5*G*). Long-term survival almost tripled to 43% when losartan was added to the SOC+anti-PD1, and these surviving mice rejected tumor rechallenge (Fig. 5*H*).

### Immune TME Biomarkers from Bihemispheric Tumor Model Predict Individual Response to Losartan+ICB Therapy.

Because we observed variable responses in individual mice to losartan+anti-PD1 therapy, we sought to identify predictive biomarkers informed by the GBM immune compartment prior to therapy. Building on our recent bilateral breast cancer model (18), we designed a bihemispheric brain tumor model to simultaneously profile immune cells and measure treatment response in individual mice.

Mice were implanted with two identical GL261 tumors in contralateral hemispheres (*SI Appendix*, Fig. S7). We resected one tumor for biomarker analysis prior to the initiation of losartan+anti-PD1 therapy. Each resected tumor was profiled for immune cells using flow cytometry. Each mouse (now bearing its remaining nonresected tumor) was evaluated for individual response to losartan+anti-PD1 therapy. Mice were classified based on survival as nonresponders, responders (improved median survival), and LTSs (no detectable tumor) (*SI Appendix*, Fig. S7). We found that, before the initiation of treatment, tumors from long-term surviving mice had superior antitumor immune profiles compared to nonresponders and responders, including increased ratios of cytotoxic Granzyme B+ CD8 T cells to regulatory FoxP3+ CD4 T cells and “M1-like” to M2-like TAMs and microglia (Fig. 6*A*). Immune biomarkers (T regulatory cells, TAMs, CD4 T cells, and cytotoxic to regulatory T cells ratios) were significantly correlated with survival via univariate Cox proportional hazard models (Fig. 6*B*).

**Fig. 6.**
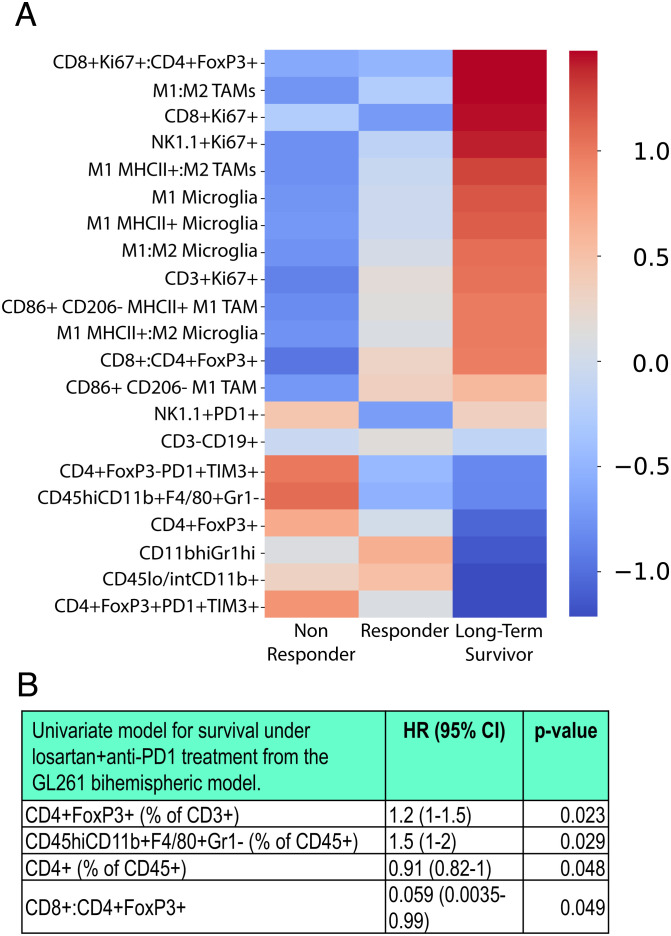
Bihemispheric model reveals predictors of response to losartan+anti-PD1 treatment. The bihemispheric mouse model can be used to resect one tumor for biomarker analysis prior to losartan+anti-PD1 treatment which has variable responses in GL261-bearing mice (n = 9). (*A*) Using flow cytometry, immune cells were profiled in individual mice under combinatorial therapy. As indicated by the heat-map *z*-scores (transformed relative populations of immune cell classes), LTSs have distinguished pretreatment biomarker signatures that indicate that strong antitumor immunity is present in the tumor prior to therapy. (*B*) The presence of CD4 T cells and higher ratios of CD8 to regulatory T cells in the GBM TME before therapy initiation are predictive of improved survival, while the presence of T regulatory cells and TAMs are associated with decreased survival, assessed via proportionate hazard model*s.* (*P* values derived from univariate Cox regression model; HR, hazard ratio; CI, confidence interval.)

## Discussion

Cerebral edema, a hallmark of GBM, is further exacerbated in a fraction of patients under PD1/PD-L1 treatment (1, 2). We sought to identify an agent that could be used in lieu of immunosuppressive corticosteroids—known to compromise ICB efficacy and effector T cell function (19–21)—to control ICB-induced edema.

Losartan is a small-molecule ARB commonly prescribed as an antihypertensive agent. Losartan can cross the BBB, and ARB use has been reported to be associated with reduced brain edema and lower steroid dosages in GBM patients undergoing chemoradiation treatment (4, 5, 22, 23). However, the steroid-sparing edema control mechanism of ARBs is not fully understood. In two syngeneic GBM models, we showed that losartan prevented anti-PD1-induced edema. Brain edema is attributed largely to overexpression of VEGF, which increases vascular permeability (24, 25). However, bevacizumab—an anti-VEGF antibody that can control edema—failed to improve OS in GBM patients under ICB therapy (1, 21), suggesting a VEGF-independent mechanism for ICB-induced edema.

Our sequencing and CD8^+^ T cell blockade studies indicate the involvement of inflammatory edema. Using scRNASeq analysis, we derived a signature of edema prevention in TECs that included downregulation of MT-MMP-1 and -2 by losartan. T cell interactions with endothelial cells increase MMP expression (8), which can disrupt tight junctions, leading to a compromised BBB (6). However, MT-MMP-1 and -2 have not yet been linked directly to cerebral edema. Our study demonstrates the role of MMPs in mediating anti-PD1-induced edema, generating a working model that CD8^+^ T cells infiltrating into the GBM TME in response to ICB interact with TECs, inducing their increased expression of MT-MMP-1 and -2. This results in a disrupted blood–tumor barrier and increased edema. Importantly, although losartan can reduce VEGF (3), our results indicate that ICB-induced edema is not VEGF-dependent, but rather due to an inflammatory response.

The immunosuppressive nature of the GBM TME stems from multiple factors. Abnormally high ECM deposition is a key contributor; HA and fibrillar collagens are expressed several-fold higher in GBM than in normal brain tissues (26, 27). This contributes to elevated solid stress that impairs perfusion by compressing tumor blood vessels (28). Reduced perfusion limits tumor oxygenation, drug delivery, and trafficking of antitumor immune cells into the GBM TME. This hostile TME contributes to exclusion and exhaustion of cytotoxic T lymphocytes (CTLs) while promoting the infiltration and activation of immunosuppressive Tregs and protumor myeloid cells including TAMs (29, 30). We and others have shown that losartan decreases transforming growth factor beta (TGF-*β*) in mice and cancer patients, thus promoting immune stimulation in non-central nervous system (CNS) tumors (11, 12, 31). However, these effects and the underlying mechanisms have not been investigated in GBM.

Our results indicate that losartan repolarizes TAMs and microglia—both of which promote immunosuppression and are associated with poor prognosis in GBM (32, 33). Losartan has been shown to reduce monocyte recruitment to the TME and suppress tumor growth via inhibition of C-C chemokine receptor type 2 (CCR2) signaling in non-CNS tumors (34, 35). We recently found that high expression of the protumor myeloid receptor CCR2 is associated with poor prognosis in GBM patients and that targeting CCR2 enhances ICB outcome in GBM models (36). Our results here indicate that angiotensin inhibition not only reduces the presence of CCR2-positive TAMs and other pro-tumor myeloid cells but also reprograms the compartment to an anti-tumor phenotype. In extracranial mouse and human tumors, we have linked losartan (and similar ARBs) to antitumor T cell gene expression, presence, and activity (10, 12, 31, 37, 38). Here, we observed improved effector T cell infiltration and function during combined losartan+anti-PD1 therapy. Importantly, although losartan reduces inflammatory responses that contribute to ICB-induced edema, it does not abrogate antitumor immune activity.

We have shown that losartan (and similar ARBs) can improve response to cytotoxic and ICB in pancreatic and metastatic breast cancer mouse models, respectively (10, 11). Here, we found in GBM that losartan improves anti-PD1 outcomes in the 005 GSC and GL261 models but not in CT2A. This could be due in part to excess ECM deposition in CT2A compared to other models, as well as its lack of responsiveness to ICB, and exclusion and exhaustion of CD8 T cells even in the face of anti-PD1 therapy (17, 39). This supposition explains the lack of ICB-induced inflammatory edema in the CT2A model. To lay the groundwork for future clinical translation, we used our recently established SOC model (17) and further improved the durability of losartan+anti-PD1. The lack of secondary tumor formation after rechallenge in “cured” mice suggests the formation of an immune memory response.

Variable patient response to ICB therapy is a stark and challenging clinical reality. There is an unmet need to identify robust and predictive biomarkers of ICB response, due in part to a lack of mechanistic insights into what drives resistance vs. response. This is particularly the case for GBM patients who present with heterogeneous immune landscapes that may drive variable responses to ICB (40–42). Indeed, we observed differential responses within a single treatment arm, even in genetically identical mice bearing tumors grown from the same model and batch of GBM cells.

Building on similar approaches in brain, breast, and subcutaneous sites (18, 43), we developed a bihemispheric tumor model to predict response to losartan+anti-PD1 immunotherapy. Unlike previous studies, however, we utilized this “resection-and-response” approach to evaluate the composition of the GBM immune compartment prior to ICB therapy. Flow cytometry analyses from the bihemispheric model revealed that an immunostimulatory (or “hot”) immune compartment in the TME prior to losartan+anti-PD1 is associated with LTSs. This is in line with a recent retrospective transcriptomic analysis showing that patients with “immune-favorable TMEs” benefit the most from immunotherapy (44). Strikingly, our finding that higher populations of Ki67+CD8+ proliferating CTLs in the treatment-naive murine TME are predictive of long-term survival under losartan+anti-PD1 therapy is directly in line with our recent clinical study where we found increased circulating Ki67+CD8+ CTLs early during durvalumab (anti-PD1) therapy in treatment-naive newly diagnosed GBM patients not on dexamethasone who had better progression-free and OS (21). This approach allows us to establish predictive biomarkers that could be used to inform selection of GBM patients who may respond to losartan+ICB in future clinical trials based on their tumor immune compartment at the time of surgical resection.

A phase III prospective trial with losartan in GBM recently failed to improve median OS in combination with the SOC (45). Similarly, our preclinical results indicate that losartan does not improve OS in GBM mouse models under the SOC unless it is administered in conjunction with ICB. In canine glioma models, losartan was recently found to reprogram the TME and improve objective responses to a tumor-targeting vaccine (46). Retrospective studies [e.g., in nonsmall cell lung, gastrointestinal, and genitourinary cancers (47–49)] suggest that patients under ASIs may have a better response to ICB therapy. Losartan is also under clinical testing for ICB combined with cytotoxic therapy in pancreatic ductal adenocarcinoma patients (NCT03563248) based on our successful phase II trial stemming from our preclinical findings (50). The results of the current study warrant testing combined losartan and ICB therapy in the clinic, along with tissue-based biomarkers identified here for patient selection.

## Materials and Methods

### Patient Cohorts.

A total of 120 patients with pathologically confirmed World Health Organization CNS grade 4 GBM or astrocytoma were identified that were treated with PD1 or PD-L1 ICB at the time of tumor recurrence from December 2013 to November 2020. The analysis was conducted with Dana-Farber Cancer Institute institutional review board approval (protocol 19-360). Informed consent was obtained in writing from each patient involved in this study prior to their enrollment. The outcome of interest was the percentage of maximum edema increase during the first 6 mo following the initiation of ICB. The associations between the outcome and patient clinicopathologic features (including age, sex, KPS (Karnofsky performance score), *IDH* (isocitrate dehydrogenase) mutation status, *MGMT* (O(6)-methylguanine-DNA methyltransferase) promoter methylation status, radiotherapy, bevacizumab, baseline enhancing tumor volume, and baseline edema) were evaluated using univariable and multivariable linear regression. Two-sided *P* values < 0.05 were considered significant. As a secondary analysis, OS was assessed using multivariable Cox regression. OS was measured from the start of ICB treatment to death and otherwise censored at the last follow-up.

### Cell Culture.

Three murine syngeneic cell lines from the C57Bl/6 background were utilized in this study: GL261 (provided by the Frederick National Laboratory, National Cancer Institute), CT2A (provided by Thomas N. Seyfried, Boston College), and 005 GSC (provided by Samuel D. Rabkin, Massachusetts General Hospital). Low-passage parental cell stocks—lacking transfection of potentially immunogenic luciferase or fluorescent reporters—were utilized for all studies with one exception: Green fluorescent protein (GFP)+ GL261 cells were used for the multiphoton microscopy of BBB/BTB (blood-tumor-barrier) permeability (described below under “Intravital Imaging”). All cells were subjected to suspension culture techniques to produce neurospheres and were grown in serum-free conditions using the NeuroCult NS-A proliferation kit (Stemcell Technologies). As described below under “Treatment,” commercially available ICB antibodies (from BioXCell) with an IgG2a isotype were utilized. Thus, in contrast to previous preclinical GBM investigations (51), and in line with recent findings from our group (17)*,* all of the cell lines utilized here are resistant to anti-PD1 monotherapy.

### Animal Models.

#### Mice.

C57Bl/6 and *Agtr1a^−/−^* mice were obtained from the Edwin L. Steele Laboratories, Massachusetts General Hospital. *TCRalpha/beta^−/−^* mice were obtained from Arlene H. Sharpe’s laboratory at the Blavatnik Institute, Harvard Medical School. Male and female mice were used, aged 6 to 8 wk at the start of experiments. Animal protocols were approved by and performed in accordance with the Institutional Animal Care and Use Committees (Massachusetts General Hospital/Harvard Medical School) and the Association for Assessment and Accreditation of Laboratory Animal Care International.

#### Tumor treatment.

Brain tumor implantation in the forebrain (50,000 to 100,000 cells), cranial window surgery, and tumor resection as part of the SOC treatment regimen were conducted as previously described (17, 52, 53). Mice were allowed to recover for 10 to 14 d after cranial window surgery prior to tumor implantation and for 2 d after resection surgery (as part of the SOC or bihemispheric model) prior to treatment initiation.

When tumors reached 1 mm in diameter (7 to 10 d post-implantation), mice were treated daily with phosphate-buffered saline (PBS;control) or losartan (Selleckchem) daily at 60 mg/kg until study endpoint. After 1 wk of losartan pretreatment, mice were treated with IgG (control) or anti-PD1 (BioxCell, RMP1-14) every 3 d for three doses at 200 μg/mouse. SOC mice received concurrently with losartan: 5 d of consecutive radiotherapy (2 Gy/d) and 10 d of consecutive chemotherapy (temozolomide, Selleckchem) at 25 mg/kg. All drugs were injected *i.p*. For flow cytometry, scRNASeq, intravital imaging, histology, and edema measurements, mice were imaged/sacrificed after the third dose of anti-PD1 and/or 2 wk of losartan treatment.

#### Bihemispheric model.

Here, 10 to 14 d after cranial window surgery, mice are implanted with two identical tumors from the same batch of cells, one in each forebrain hemisphere. Tumor development is monitored via 3D-microultrasound; when each tumor reaches 2 mm diameter, one tumor is surgically excised. Each excised tumor is subjected to biomarker analysis (in this study, immune profiling of the GBM TME) prior to treatment initiation. Two days after surgical resection, each mouse bearing its remaining tumor undergoes concurrent losartan+anti-PD1 therapy. At endpoint, mice are classified as nonresponders, responders (improved median survival), and LTSs (no detectable tumor) and evaluated for predictive biomarkers from the resected pretreatment tumor. The heatmap of immune cell populations or their ratios (z-score transformed) for each survival classification was generated using the Seaborn 0.9.0 package in the Python language environment. Relative pop The Cox proportional hazard regression models were generated using the “survminer” and “survival” packages in the R platform.

#### Flow cytometry.

Single-cell suspensions were prepared from tumors and cervical draining lymph nodes that were isolated and dissected under a stereotactic microscope. Cells were stained and processed (on a BD LSRFortessa X-20 Cell analyzer) and analyzed (FlowJo, Tree Star) as previously described (17). The following antibodies from BD Biosciences, EBioscience, and BioLegend were used at 1:200 dilutions: CD45-BV605, CD3-BV785, CD4-BV640, CD8-BV711A, NK1.1-APC; FoxP3-BV421; PD1-PerCP710A; TIGIT-PE Cy7; TIM3-PE; CD19-BV510; KI67-FITC; GranzymeB-PE Cy7; CD11b-BV785; MHCII-BV605; F4/80-PerCP Cy5.5; CX3CR1-APC; CD206-PE CY7; CD86-BV650; CCR2-PE; and GR1-AF700.

#### Edema measurements.

Edema in the tumor was assessed immediately after animal sacrifice via wet/dry weight analysis to determine the water content as previously described (53).

#### Histology and immunostaining.

Brains with tumors were prepped and stained for histology as previously described (52) and imaged on a TissueFAXS (TissueGnostics) slide scanner at the Ragon Institute, Massachusetts Institute of Technology.

### Intravital Imaging.

#### 3D microultrasound.

Tumor size was visualized by 3D microultrasound in anesthetized mice through the transparent cranial windows (52). Ultrasound was also used to measure tumor deformation as a readout of solid stress, following previous methods (14).

#### Multiphoton analysis of BBB/BTB permeability.

Multiphoton images were acquired in anesthetized mice through transparent cranial windows using a custom-built multiphoton microscope coupled to a mode-locked femtosecond pulsed Ti:Sapphire laser with a Zeiss 25 × 1.05 NA water dipping objective. The 820-nm multiphoton laser excited fluorescein and TAMRA and the emission were collected using 535- to 578-nm and 610- to 685-nm bandpass filters, respectively. Retroorbital injection of TAMRA-conjugated bovine serum albumin (67 kDa, Invitrogen, 0.1 mL of 10 mg/mL) was performed. In vivo images were acquired 60 min after TAMRA injection. All images were subjected to threshold processing, and the extravascular fluorescent intensity was measured using the integrated density measurement function (in ImageJ).

#### OCT imaging of tumor perfusion.

In vivo imaging of perfused vessels was achieved via a custom-built OCT system as previously described (15). Mice were anesthetized and imaged throughout losartan treatment. A depth-resolved profile was generated each day, and the raw tomograms were processed as previously described. Images across multiple days were coregistered using the scale-invariant feature transform algorithm in ImageJ and Python.

### scRNASeq.

#### Processing of murine GBM samples for scRNASeq.

Following the single-cell suspension techniques of flow cytometry, tumor cells were blocked in 1% bovine serum albumin in phosphate-buffered saline solution (1% BSA/PBS). Cell suspensions were subsequently stained for flow cytometry for 30 min at 4 °C using antibodies specific for CD45 [30F11]-VioBlue from Miltenyi, CD3 [145-2C11]-PE from Biolegends, and CD31 [MEC 13.3]-PE from BD Biosciences. Cells were washed with cold PBS and then incubated for 15 min in 1.5 mL of 1% BSA/PBS containing 1 μM calcein AM (Life Technologies) and 0.33 μM TO-PRO-3 iodide (Life Technologies). Sorting was performed with the FACS Aria Fusion Special Order System (Becton Dickinson) using 488-nm (calcein AM, 530/30 filter; CD3-PE, 585/42 filter), 640-nm (TO-PRO-3, 670/14 filter), and 405-nm (CD45-VioBlue, 450/50 filter) lasers. Standard, strict forward scatter height vs. area criteria were used to discriminate doublets and gate-only singleton cells. Viable cells were identified by staining positive with calcein AM but negative for TO-PRO-3. We sorted individual, viable, CD45^+^CD3^−^ and CD45^+^CD3^+^ immune, and CD45^−^ nonimmune single cells into 96-well plates containing cold TCL buffer (QIAGEN) with 1% beta-mercaptoethanol. Plates were frozen on dry ice immediately after sorting and stored at −80 °C prior to whole transcriptome amplification, library preparation, and sequencing.

#### Preparation of scRNASeq libraries.

Smart-seq2 whole transcriptome amplification, library construction, and sequencing for malignant cells and microglia were performed as previously published (16, 54). Single-cell cDNA and sequencing libraries for T cells and TECs were prepared using the SMART-seq2 protocol with multiple adaptations (20): During the dT annealing step, trehalose (1M) was used instead of water to make up the reaction volume. For the reverse transcription step, Maxima RNaseH-minus RT (200 U/mL) was added at 2 U/mL, water was replaced with trehalose (1M), and betaine was omitted from the reaction. RT was performed at 50 °C for 90 min followed by 85 °C for 5 min. PCR preamplification was performed for 21 cycles for T cells and for 22 cycles for endothelial cells.

#### scRNASeq data processing.

Sequencing data were processed from raw reads to gene expression matrices, starting with fbcl2fastq (v2.20.0) to generate demultiplexed FASTQ files. Bowtie was used to align the resulting paired-end scRNASeq reads to the mouse transcriptome (mm10) (55). Gene expression levels were quantified as transcripts-per-million (TPM) by running RSEM (v1.2.19) in paired-end mode. Gene expression levels were quantified as TPM by running RSEM (v1.2.19) in paired-end mode. Total transcripts per cell were normalized to 100,000 (TP100K), as the estimated the complexity of single-cell libraries prepared by SMART-Seq2 (54). The values were then log-transformed to report gene expression as E = ln(TP100K + 1).

#### Quality control of scRNASeq.

A gene was considered to be detected in a given cell if its TP100K was greater than 0. Cells with either less than 1,000 or greater than 8,000 unique genes detected were excluded; or if a cell had fewer than 20 housekeeping genes, based on a previously identified gene set (54), it was excluded.

#### Cell type and cell state identification.

Following the methods of our recent study (20), cell-type states were identified using the R package Seurat (v4.0.0) (56). Genes identified as highly variable were selected for downstream clustering using FindVariableGenes. The following thresholds were used for the mean expression (x) and the variance to mean ratio (y): x.low.cutoff = 0.1, x.high.cutoff = 7, y.cutoff = 0.5. The 1,500 variable genes that were most commonly shared across all samples were selected. Next, gene expression of each gene was centered around a zero mean using ScaleData. Principal components analysis (PCA) was performed with RunPCA, and Louvain clustering was performed on the top 20 principal components (PCs) using FindClusters, with the resolution parameter set to 0.4 and k for the k-nearest neighbor algorithm set to 30. Each cluster of cells was analyzed for differentially expressed genes using the *t* test implemented in FindMarkers while adjusting *P* values for multiple hypothesis testing via Bonferroni post hoc tests. Uniform Manifold Approximation and Projection (UMAP) embedding of the top 20 PCs (using RunUMAP with the following settings: min_dist = 0.5, number of neighbors = 30, and distance metric = Euclidean) was used to visualize clustering results, followed by cell-type annotation.

#### Inference of copy number alterations.

Default parameters of inferCNV were used to confirm annotation of malignant cell clusters, as implemented in the R code https://github.com/broadinstitute/infercnv (57). The clusters annotated as T cells, endothelial cells, myeloid, microglia, B cells, NK cells, and oligodendrocytes were used as reference. A subset of the nonmalignant cells were then used as a reference; no copy number alterations (CNAs) were detected in the nonmalignant cells that were not provided as a reference.

CNAs were scored by first defining the overall CNA level of a given cell as the sum of the absolute CNA estimates across all genomic windows. Cells were then identified with the highest overall (top 10%) CNA level and the average CNA profile of these cells was considered as the CNA profile of the sample. Next, the CNA-R-score was computed for each cell using the Spearman correlation coefficient obtained by comparing its CNA profile to the inferred CNA profile of the sample. Cells with a high CNA-R-score (defined as greater than 25%) were considered malignant by the CNA criterion.

#### Differential gene expression between treatments.

To explore variability between the expression profiles of cell types given a specific treatment, the FindMarkers function was used to identify differentially expressed genes between cells of two treatments of a given cell type. Volcano plots were generated using the R package EnhancedVolcano (v1.13.2) (https://github.com/kevinblighe/EnhancedVolcano). Genes were considered significant with a corrected *P* value < 0.25 and log_2_FC > 1.5.

#### Edema signature score.

The level of edema signature score was calculated using *AddModuleScore*, which calculates the average expression levels of genes in a signature and subtracts from them the average expression levels of control gene sets (54), to examine gene expression signatures within individual cells. The control gene sets were selected to have comparable expression values to the genes in the signature. All genes were placed into 25 bins based on their average expression across all cells. For each gene in a signature, a random set of 10 genes from the same average expression bin as that gene were chosen. This methodology controls for the differences in cell quality and library complexity across single cells.

### Patient Perfusion MRI Data.

Perfusion MRI (pMRI) data were collected from patients from trial NCT00662506 and analyzed using the previously established vessel architectural imaging technique (58). Briefly, image voxels can be distinguished as arterial or venous-dominated. “Tissue function” parameters are shown that are the ratio for mean blood volume and perfusion values corrected for corresponding levels of normal brain tissue. These values are were quantified only from patients with sufficient pMRI quality data. Kaplan–Meier survival comparisons were calculated from the entire dataset of patients on ASIs like losartan vs. those not (non-ASI).

### Statistical Analysis.

Statistics were performed using Prism (GraphPad Software Inc.). Figure legends depict the number of mice used in each experiment (n), the statistical test used, and the visualization (e.g., mean with error bars showing SEM). Differences with *P* < 0.05 are considered statistically significant. Patient data were analyzed via Stata (SEv17.0, StataCorp).

## Supplementary Material

Appendix 01 (PDF) Click here for additional data file.

Dataset S01 (XLSX) Click here for additional data file.

Dataset S02 (XLSX) Click here for additional data file.

Dataset S03 (XLSX) Click here for additional data file.

Movie S1. **Perfused vessels during GBM growth under control (PBS) treatment.** Longitudinal high-resolution angiography in tumor-bearing mice with circular transparent cranial windows (8 mm in diameter) is achieved using Doppler optical coherence tomography (OCT) (15). A GL261 tumor has been implanted in the upper left-hand quadrant of the image. Day 1 represents treatment start date (PBS control) when tumors are randomized at 1 mm in diameter. Untreated tumors feature highly chaotic, irregular and poorly functional vessels that worsen over time.

Movie S2. **Perfused vessels during GBM growth under losartan treatment.** GL261 tumor under losartan treatment features more straightened (“normalized”) vessels with increased overall perfusion compared to control, with maximum benefit to vessel structure and function observed within the first few days of treatment. However, over time, vessels become abnormal again. This is consistent with the transient “window of normalization” that is observed under anti-VEGF therapy (45, 46). In this case it is posited to be due either to insufficient counteraction of VEGF signaling by losartan, and/or compensatory pro-angiogenic mechanisms by the tumor.

## Data Availability

Data are available in the supplemental data (Datasets S1–S3) or by request. All study data are included in the article and/or SI Appendix.

How the deposited data were processed for this re-analysis (not part of the article)

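Single cells of GL261 tumors from mice given control treatment, losartan, anti-PD1 or losartan+anti-PD1 were sorted on CD45, CD3 and CD31 and sequenced by Smart-seq2, on 16 plates of 4 sorts and 4 treatments. The authors demultiplexed reads with bcl2fastq, aligned them to the mm10 transcriptome with Bowtie and ran RSEM, for which the paper and the submitters' notes give different versions (1.2.8 in the notes). As deposited, the values of the CD31-positive and CD3-positive plates are TPM, which the authors made with RSEM by dividing by transcript length and scaling each cell to the same sum, and only 1.00% of the values above 0 are exactly whole (no tolerance). As deposited, the values of the CD45-negative and CD45-positive plates are expected counts, which the authors made with RSEM by assigning reads to genes without dividing by transcript length, and 78.7% of the values above 0 are exactly whole. The paper describes TPM for all cells. Over 6216 genes, the ratio of malignant means between CD45-negative plates (148 cells) and CD31-positive plates (117 cells) rises with transcript length (Pearson r = 0.674, slope 1.09 on log scales), so values were compared within a sort, apart from the few TECs and T cells of other plates. The authors kept cells with 1000 to 8000 genes and at least 20 housekeeping genes, and all 1078 cells were checked to meet this. Cell type, cluster and treatment were taken from the authors' labels.

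Median totals per plate in the CD45-negative sort were 487102 (control), 421671 (losartan), 795633 (anti-PD1) and 428358 (losartan+anti-PD1) expected counts, and in the CD45-positive sort 365560, 388932, 226729 and 233493. TPM values have no depth, so the number of genes detected stands in for it. Each cell was scaled to 100000 (TP100K). Shares of cells above 0 carry exact (Clopper-Pearson) 95% intervals for counting error over cells, and a count of 0 among n cells allows a share of up to 3/n. Ratios are log2 of the means after adding 1 TP100K. The genes named are those the paper names for these cells, members of 43 gene lists, and the 10 highest and 10 lowest ratios of each comparison among genes above 0 in at least 25% of the cells of either group. Each list's median was compared with 10000 random lists, in which each gene was drawn from its 50 neighbours by mean expression. These lists do not keep genes that vary together, so a percentile does not measure the spread between plates or animals. The edema signature score is the mean ln(TP100K + 1) of the 19 genes minus that of 10 control genes per gene, drawn from 25 bins of expression. CD8+ T cells had the T cell label, Cd8a or Cd8b1 above 0 and Cd4 at 0. Gene positions came from GENCODE vM21 on GRCm38.

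No animal is named, so no test was run and no p-value is given, and treatment cannot be told apart from plate. The steps were tested on simulated data, with 50 genes changed for each size and direction. Log2 changes of 1 and −1 had median recovered values of 0.54 and −0.73 in TECs (16 against 84 cells) and 0.77 and −0.53 in CD8+ T cells (19 against 58 cells). The sign was right in 74%, 96%, 88% and 90% of genes. Changes of 2 and −2 had 1.72 and −1.35 in TECs and 1.46 and −1.41 in CD8+ T cells. These values cover the recovery of set changes, not differences in cell mix or plate. Alternatives covered the pseudocount (0.1 and 10 TP100K), the filter, the scaling, the detection limit, the range of genes detected, the cells included and the definitions of TEC kind, CD8+ T cell and proliferating cell. The gene lists, the comparisons and these alternatives were chosen before the data were examined, apart from the following. Chosen afterwards were the restrictions to the authors' clusters 3, 4, and 7 with 12 and the scaling of list medians by the 75th percentile. So were the comparison of TECs with losartan+anti-PD1 against losartan, the list medians within each kind of TEC and the losartan comparison within the authors' cluster 6. The MHC class II medians of malignant cells and the counts of TECs with both Mt1 and Mt2 were also chosen afterwards. The same holds for the tests of the mix and of depth on Mt2 and of the mix against losartan+anti-PD1. The bulk RNA, protein, imaging and survival data of the paper were not analysed here. Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9 were used, with R 4.3.3 and Seurat 5.3.0 for Louvain clustering of T cells.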

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

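The scaling of list medians by the 75th percentile, the comparison of losartan+anti-PD1 against losartan, the comparisons within each kind of TEC and the tests of the mix and of depth on Mt2 and of the mix against losartan+anti-PD1 were chosen only after the data were seen, and the other tests of explanations before. In TECs, 2 comparisons were set side by side: anti-PD1 against control (without losartan) and losartan+anti-PD1 against losartan (with it). For 5 groups of genes they went opposite ways, with medians at percentile 1.19 or below, or at 100, of random groups in both. Other groups also had opposite signs but were less extreme in at least 1 comparison, such as junction genes (0.83 and −0.30, percentiles 99.77 and 21.84). The difference between the 2 comparisons was not tested for any group. The authors' cluster 3 held 3 of 43 control, 83 of 84 anti-PD1, 29 of 58 losartan and 5 of 16 losartan+anti-PD1 TECs. The share with the higher BBB score was 20.9%, 89.3%, 58.6% and 25.0%. The mix of endothelium thus differs in the same 2 directions. The edema signature, which the study chose on these cells and is not independent evidence, had median log2 ratios of 1.45 without losartan (18 of 19 genes higher) and −1.97 with it (13 of 13 lower). BBB endothelial genes, which share Slc22a8 with the signature, had 1.96 (21 of 21 higher) and −0.76 (20 of 21 lower), the latter −0.02 with scaling by the 75th percentile. Interferon-induced genes had −0.32 (23 of 33 lower) and 1.29 (33 of 34 higher). MHC class II genes had −1.13 (3 of 3 lower) and 1.90 (6 of 6 higher). Immediate early and heat shock genes had −0.73 (17 of 19 lower) and 1.38 (19 of 19 higher). Within TECs with the higher BBB score (75 anti-PD1 and 9 control cells, 4 losartan+anti-PD1 and 34 losartan cells) and within those with the higher tumor endothelial score (9 and 34, 12 and 24 cells), interferon-induced genes kept both directions, with −0.39 and −0.63 without losartan and 1.64 and 0.77 with it. The signature kept its direction in both kinds with losartan (−1.65 and −1.57) and in the first kind only without it (1.39 and −0.08). MHC class II genes did the same (4.43 and 1.04 with losartan, −1.49 and 0.90 without it). Immediate early and heat shock genes had 0.09 and −0.67 without losartan and 0.02 and 1.92 with it, so near 0 in the first kind. BBB genes, which define the kinds, had 0.79 and −0.17 without losartan and −0.24 and −0.50 with it. In the 4 losartan+anti-PD1 cells of the first kind, malignant markers (12 of 14, median 0.40), microglia genes (3 of 3, 1.19) and macrophage genes (7 of 8, 0.67) were also higher than with losartan, so RNA of other cells stays open for the 1.64 and the 4.43. The macrophage genes include Vim, also a tumor endothelial gene, so they do not single out macrophages. For BBB genes, for the medians that rest on these 4 cells, and wherever a direction was not kept or a median was near 0 in either kind, the mix stays open. Interferon-induced genes were also higher with losartan+anti-PD1 than in controls in malignant cells (medians 0.43 and 0.23 on the CD31-positive and CD45-negative plates). For them an effect on all cells of these tumors or plates stays open.

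In data that the paper's main text does not discuss (its SI Appendix could not be read), oligodendrocytes made up 67.4% of the CD45-negative plate of anti-PD1 (29 of 43 cells, 95% interval 51.5 to 80.9), against 0 of 49 control cells, which allows up to 6.12%. Malignant cells made up 18.6% of it (8 of 43), against 95.9% to 100% of the other 3 CD45-negative plates. TECs of the anti-PD1 group also had the highest share with the higher BBB score (89.3%, against 20.9% to 58.6% in the other groups). Whether the anti-PD1 plates held more tissue from outside the tumor was not tested. For the TEC differences with anti-PD1 this thus stays open. NK cells made up 49.3% of the CD45-positive plate of losartan+anti-PD1 (36 of 73, 37.4 to 61.3), against 14.3% in controls (10 of 70).

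Mt1 and Mt2 were higher in TECs from the anti-PD1 group than in the other 3 groups. Among TECs with the higher BBB score, Mt1 was above 0 in 73.3% with anti-PD1 (55 of 75), 11.1% in controls (1 of 9, 95% interval 0.281 to 48.2) and 11.8% with losartan (4 of 34). This argues against the share of this kind as the whole cause for Mt1 and these groups. Mt2 was above 0 in 48.0% of them with anti-PD1 (36 of 75, 36.3 to 59.8) and 8.82% with losartan (3 of 34, 1.86 to 23.7). This argues against that share for Mt2 against losartan. Cells of this kind were not alike, so a finer mix stays open. With losartan, arterial genes were higher than with anti-PD1 (8 of 8, median 1.14) and venous genes lower (4 of 6, −0.83). BBB genes were higher with anti-PD1 than in controls (16 of 21, 0.79). Median genes per cell were 2999 with anti-PD1, 2201.5 with losartan and 3652 in controls. For Mt2 against controls (1 of 9, the same interval as for Mt1) and for both genes against losartan+anti-PD1 (1 of 4, 0.631 to 80.6), the mix cannot be told apart from the treatment with so few cells. With 2000 to 6000 genes detected the shares with anti-PD1, in controls, with losartan and with losartan+anti-PD1 were 60.3%, 13.3%, 13.6% and 0% (0 of 10) for Mt1 and 44.4%, 13.3%, 15.9% and 0% for Mt2. This argues against depth over all TECs. Depth was not tested within TECs with the higher BBB score. RNA carried over from malignant cells is argued against by 16 malignant markers, with a median log2 ratio of −0.0635 in TECs of anti-PD1 against control (5 higher, 11 lower). The study chose this list on these cells, so it is not independent evidence. The level of the markers was 5.21% of that in malignant cells. Carry-over of the excess of Mt1 over control would need 39.2%, a value that rests on 8 malignant cells. An effect on all cells of the anti-PD1 tumors or plates cannot be told apart from one on TECs, since the log2 ratio of Mt1 was 1.88 in T cells and, with 8 anti-PD1 cells each, 1.00 and 0.41 in malignant cells of the CD31-positive and CD45-negative plates. The bound of 1 set for malignant cells does not decide with so few cells and 2 sorts that differ. Induction of the metallothioneins by anti-PD1 stays open as the biological explanation and was not tested apart from the plate.

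The edema signature score was higher in TECs with anti-PD1 than with losartan+anti-PD1. Without Mt1 and Mt2, 98.6% of the difference was left among TECs with the higher BBB score (1.01 of 1.02, from 75 and 4 cells), but only 0.339 among those with the higher tumor endothelial score (means of 0.0670 in 9 cells and −0.272 in 12). Of the 75 anti-PD1 cells with the higher BBB score, 1 lay below the highest of the 4 losartan+anti-PD1 cells. Within the authors' cluster 3, chosen after the data were seen, the difference over all 19 genes was 1.07 (83 and 5 cells). Over all TECs it was 1.10. The 98.6% passes the bound of 75% set before. With 4 or 5 cells and genes that the study chose on these same cells, these values do not decide. The mix of TECs thus cannot be told apart from the treatment. With 2000 to 6000 genes detected, 108% of the difference was left (1.19, from 63 and 10 cells), which argues against depth for these genes. They were chosen on these same cells, so this is not independent evidence. The treatment, the plate and the choice of the signature on these 2 groups stay open.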

How the results depend on the processing

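The restrictions to the authors' clusters 3 and 4 and the scaling of list medians by the 75th percentile were chosen only after the data were seen. Of 618 alternative values for 83 results, 475 stayed within counting error or 1.5 times, 134 moved further and 9 reversed in sign, and of the 279 for results that answer a comparison these were 215, 60 and 4. With the 75th percentile the median of all genes shifted by 0.28 (losartan+anti-PD1 against anti-PD1), −0.34 (anti-PD1 against control) and −0.21 (losartan against control) in TECs, 0.19 in CD8+ T cells (losartan+anti-PD1 against anti-PD1) and −0.12 in malignant cells of the CD45-negative plates (losartan against control). Read depth is unknown on TPM plates, so a share of cells above 0 is limited by the number of genes detected. Except where fewer cells are named, the cause was not tested.

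Below, pairs are log2 ratios for anti-PD1 against control and for losartan+anti-PD1 against anti-PD1 in TECs (3.26 and −3.93 for Mt1, 3.37 and −4.35 for Mt2), and Mmp14 is anti-PD1 against control (−1.77). Among TECs with the higher BBB score Mt1 had 4.66 and −2.27 and Mt2 4.00 and −3.40. Among those with the higher tumor endothelial score Mt1 had −3.53 and 0, Mt2 −1.80 and 0, both shares with anti-PD1 were 0% and Mmp14 had −0.18, from 34 control, 9 anti-PD1 and 12 losartan+anti-PD1 cells. Within cluster 3, with 3 control, 83 anti-PD1 and 5 losartan+anti-PD1 cells, Mt1 had −2.43 against anti-PD1, Mt2 5.08 and −3.48, Mmp14 0.94, and the edema score difference of anti-PD1 was 0.261 from control and 0.338 from losartan. Among TECs with the higher tumor endothelial score these 2 differences were −0.0378 and −0.0812, so the score was not highest with anti-PD1. Among those with the higher BBB score they were 0.653 and 0.491, so there it was highest with anti-PD1 (75 cells). Without the highest cell of each treatment Mt1 had 4.27 and −6.48 and Mt2 4.01 and −4.94. Without cells that have Ptprc or 8 malignant markers, losartan+anti-PD1 against anti-PD1 was −6.61 for Mt1 and −5.03 for Mt2, and with 2000 to 6000 genes −6.37 for Mt1 and −0.10 for Mmp15. With a pseudocount of 10 Mt1 had 2.47 and −2.78, Mt2 1.79 and −2.00, Mmp14 −0.51, and the BBB genes 1.29 (anti-PD1 against control), and with 0.1 Mt2 had −5.46 against anti-PD1 and Mmp14 −2.47. With TPM as given Mt2 had −5.54 against anti-PD1 and Mmp14 −2.39. As a difference of mean ln values in log2 units, Mt2 had 1.94 and −2.21, Mmp14 −1.16 and Gzmb (losartan+anti-PD1 against anti-PD1, 3.24) 4.32. With scaling by the 75th percentile Mt1 had 1.78 and −2.34, Mt2 2.08 and −3.42, Gzmb 4.05 and the BBB genes −0.91 (losartan+anti-PD1 against anti-PD1). With no filter the VEGF and vasogenic genes had −0.071 (losartan against control) and the cytotoxic genes in CD8+ T cells −0.23 (losartan+anti-PD1 against anti-PD1).

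For CD8+ cells whatever their Cd4, the cytotoxic genes had 0.60, the naive and memory genes −0.87, and the CD8+ share was 59.5% (control), 18.4% (losartan) and 38.1% (losartan+anti-PD1). Louvain clustering gave only 2 clusters, and the one with more Cd8a held 231 of 330 T cells, so it is wider than CD8+ cells. It held 63.3%, 63.2% and 52.4% of them in the same order and 97.7% with anti-PD1, and Gzmb had 2.61 within it. The authors' cluster 4 is led by Gzmb, so restricting cells to it selects in part on that gene. Within cluster 4 Gzmb had 4.44, with 100% of losartan+anti-PD1 cells above 0, and the naive and memory genes −1.20. The latter had −0.62 with Cd8a and Cd8b1 both required and −0.0496 with 1500 to 5000 genes. Proliferating malignant cells of both sorts were 32.9% (control) and 26.4% (losartan) with Mki67 and Top2a both required, and 46.3% and 38.9% with the cell cycle genes averaging above 1. Among malignant, oligodendrocyte and endothelial cells of both sorts, malignant cells made up 65.6% (control), 55.0% (losartan), 84.8% (losartan+anti-PD1) and 12.2% (anti-PD1, 18.6% on its CD45-negative plate).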

Differences from the paper's values

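The paper's folds for CD8+ T cells are natural logs, and both values are given on that scale, with log2 in brackets. A value was taken to differ where the signs were opposite or 1 fold or share was more than 1.5 times the other. The paper's Dataset S3 was held in part and does not say which cells were taken as CD8+. For Gzmb, losartan+anti-PD1 against anti-PD1, the paper's value is 2.91 and the value here 2.25 [3.24]. Of the alternatives set before the data were examined, scaling by the 75th percentile and the difference of mean ln values came within the paper's value and the others did not, and cluster 4, chosen after seeing the values, did too. For Gzmb, anti-PD1 against control, the paper's value is −1.97 and the value here −1.41 [−2.04]. Requiring both Cd8a and Cd8b1, their mean above Cd4, or the difference of mean ln values came within it and the others set before the data were examined did not, and cluster 4, chosen after seeing the values, did too. For Iqgap1, losartan+anti-PD1 against anti-PD1, the paper's value is −1.78 and the value here −1.35 [−1.95]. A pseudocount of 0.1 and requiring both Cd8a and Cd8b1 came within it and the others set before the data were examined did not, and cluster 4, chosen after seeing the values, did too. For Cmtm7 and Izumo4 in the same comparison, the paper's values are −2.59 and −2.65 and the values here −1.24 [−1.79] and −0.40 [−0.58], and for the share of CD8+ T cells with Gzmb under losartan the paper's value is 60% and the value here 16.7% (1 of 6 cells). No alternative set before the data were examined came within these 3 values, and cluster 4, chosen after seeing the values, came within all 3. For the share with Gzmb under losartan+anti-PD1, the paper's value of 93.8% is within 1.5 times the value here, 73.7% (14 of 19 cells), but above its 95% interval (48.8 to 90.9). Cluster 4 drops 0 of the genes named in Fig. 4H. It is led by Gzmb itself, so its values for that gene follow in part from the choice of cells.

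The paper states that Mt1 and Mt2 were expressed in TECs of the anti-PD1 group only, whereas Mt1 was also above 0 in 6 of 43 control TECs, 10 of 58 with losartan and 1 of 16 with losartan+anti-PD1, although the share was highest with anti-PD1 (65.5%). The paper gives Mt1 and Mt2 as membrane-type matrix metalloproteinases, whereas these symbols name metallothioneins. Mmp14, which encodes MMP-14, was lower in TECs with anti-PD1 than in controls (log2 ratio −1.77), and Mmp15, which encodes MMP-15, was not (0.08). The direction of Mmp14 was not kept within cluster 3 (0.94, with 3 control cells). Among TECs with the higher BBB score (75 anti-PD1 and 9 control cells) it was kept, with a fold within 1.5 times that over all TECs. Among those with the higher tumor endothelial score the drop was weaker. As the kinds differ, the mix of TECs stays open for Mmp14.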

Other observations

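The comparisons within the authors' cluster 6 and clusters 7 and 12 and the counts of cells with both Mt1 and Mt2 were chosen only after the data were seen, and the tests on Gzmb before. In cells of cluster 6 on CD45-positive plates, which carry the microglia label, all 11 microglia genes were higher with losartan (24 cells) than in controls (16 cells), with a median log2 ratio of 4.28, or 3.67 with scaling by the 75th percentile. Means were 257 against 6.19 TP100K for the purinergic receptor gene P2ry12, 180 against 6.02 for Tmem119, and 229 against 33.5 for the fractalkine receptor gene Cx3cr1. Sall1, a transcription factor gene of microglial identity, was above 0 in 13 of 24 cells with losartan (54.2%) and in none of 16 controls. Interferon-induced genes were lower with losartan (31 of 34, median −0.84), and so were all 6 MHC class II genes (median −0.67) and the chemokine gene Cxcl10 (0.724 against 67.5 TP100K). Genes of monocyte-derived macrophages were lower as well (9 of 11, median −0.58, percentile 1.35), as were all 6 M2-like macrophage genes (median −0.90, percentile 0.28). Whether the cluster holds another mix of microglia and macrophages in each group was not tested. Immediate early genes were higher (16 of 19, median 1.46). Over all cells with the microglia label on these plates (30 and 28 cells) the medians were 4.21 for microglia genes, −0.47 for interferon-induced genes, −0.19 for MHC class II genes (4 of 6 lower, percentile 19.5), −0.60 for macrophage genes, −0.55 for M2-like genes (3 of 5 lower) and 0.37 for immediate early genes. Cells with that label are split over clusters 6 and 11. Cluster 11, led by Cxcl2, S100a9 and Niacr1, held 12 of 30 control and 6 of 37 losartan cells over all plates. The medians over the label thus mix these clusters in unequal shares. With myeloid cells pooled (64 and 53 cells), MHC class II genes went the other way (6 of 6 higher, median 0.30). M2-like genes then had 0.07 and interferon-induced genes −0.31. The 2 groups come from 1 plate each, with medians of 3396 and 4275.5 genes per cell, and the difference was not tested.

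In TECs with losartan alone, 26 of 32 interferon-induced genes were lower than in controls (median −0.66) and 18 of 21 BBB genes were higher (median 1.40, or 0.94 with scaling by the 75th percentile). However, cluster 3 held 29 of 58 losartan and 3 of 43 control TECs. Within clusters 7 and 12 (29 and 40 cells) the medians were −0.20 (21 of 33 lower) for interferon-induced genes and 0.00288 (11 of 21 higher) for BBB genes. In the anti-PD1 group, Mt1 and Mt2 were both above 0 in 36 TECs, Mt1 alone in 19, Mt2 alone in 0 and neither in 29. In T cells other than CD8+, Gzmb was above 0 in 27.3% (control), 20.0% (losartan), 25.8% (anti-PD1) and 31.8% (losartan+anti-PD1) of cells.

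Gzmb was higher in CD8+ T cells with losartan+anti-PD1 than with anti-PD1. The study named this gene from the same comparison, so its direction is not independent evidence. The share with losartan+anti-PD1, 73.7%, lies within the interval of controls (38.7 to 78.9), and the share with anti-PD1, 32.8%, lies below it, so a low value with anti-PD1 may account for the difference in share. By mean, losartan+anti-PD1 was above control as well (log2 ratio 1.21), which a low value with anti-PD1 alone leaves unexplained. With 1500 to 5000 genes detected, 122% of the difference in share was left (84.6% of 13 cells against 34.5% of 55), which argues against depth. The treatment and the plate stay open.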
